# Understanding Strategy of Nitrate and Urea Assimilation in a Chinese Strain of *Aureococcus anophagefferens* through RNA-Seq Analysis

**DOI:** 10.1371/journal.pone.0111069

**Published:** 2014-10-22

**Authors:** Hong-Po Dong, Kai-Xuan Huang, Hua-Long Wang, Song-Hui Lu, Jing-Yi Cen, Yue-Lei Dong

## Abstract

*Aureococcus anophagefferens* is a harmful alga that dominates plankton communities during brown tides in North America, Africa, and Asia. Here, RNA-seq technology was used to profile the transcriptome of a Chinese strain of *A. anophagefferens* that was grown on urea, nitrate, and a mixture of urea and nitrate, and that was under N-replete, limited and recovery conditions to understand the molecular mechanisms that underlie nitrate and urea utilization. The number of differentially expressed genes between urea-grown and mixture N-grown cells were much less than those between urea-grown and nitrate-grown cells. Compared with nitrate-grown cells, mixture N-grown cells contained much lower levels of transcripts encoding proteins that are involved in nitrate transport and assimilation. Together with profiles of nutrient changes in media, these results suggest that *A. anophagefferens* primarily feeds on urea instead of nitrate when urea and nitrate co-exist. Furthermore, we noted that transcripts upregulated by nitrate and N-limitation included those encoding proteins involved in amino acid and nucleotide transport, degradation of amides and cyanates, and nitrate assimilation pathway. The data suggest that *A. anophagefferens* possesses an ability to utilize a variety of dissolved organic nitrogen. Moreover, transcripts for synthesis of proteins, glutamate-derived amino acids, spermines and sterols were upregulated by urea. Transcripts encoding key enzymes that are involved in the ornithine-urea and TCA cycles were differentially regulated by urea and nitrogen concentration, which suggests that the OUC may be linked to the TCA cycle and involved in reallocation of intracellular carbon and nitrogen. These genes regulated by urea may be crucial for the rapid proliferation of *A. anophagefferens* when urea is provided as the N source.

## Introduction

Brown tides are caused by the pelagophyte *Aureococcus anophagefferens*, which is a small (∼2–3 µm) eukaryotic phytoplankton. This harmful algal bloom (HAB) has plagued many coastal ecosystems in the Eastern United States and South Africa since its discovery in 1985. Although brown tides do not produce harmful toxins, these tides still decimate fisheries and seagrass beds because of toxicity to bivalves and extreme light attenuation, respectively [1]. Recently, large-scale brown tides have been reported in China, which occurred in early summer for three consecutive years from 2009 to 2011 in the coastal waters of Qinhuangdao, China [2]. This report shows that brown tides are expanding and spreading to other oceanic regions because of anthropogenic activities. It is important to determine the causes of brown tides.

*A. anophagefferens* often bloom in periods when levels of dissolved inorganic nitrogen (DIN) are low and dissolved organic nitrogen (DON) concentrations are elevated [3]. *A. anophagefferens* is able to utilize a variety of DON compounds, which may facilitate its growth as both carbon and nitrogen sources [4], [5], [6]. In addition, it has been shown that *A. anophagefferens* has a significantly greater uptake capacity for urea than for other N sources that were tested, including nitrate, glutamic acid, and ammonium [4], and its growth increases as the DON:DIN ratio increases. These results suggest that blooms of *A. anophagefferens* may be related to the preferred utilization and high uptake of DON by *A. anophagefferens*. However, Pustizzi et al. (2004) found that although low light cultures of *A. anophagefferens* with urea have higher growth rates than those cultures without urea, the growth on urea is not significantly faster than the growth on nitrate [7]. It is assumed that uptake rates of urea by *A. anophagefferens* may be separate from the actual assimilation of urea. These results indicate that the utilization of urea by *A. anophagefferens* is complicated and probably affected by other environmental factors, such as nutrient levels and light intensity. Based on the above studies, it is proposed that the rapid growth of *A. anophagefferens* on urea may be associated with the fixation of urea-C. In-depth studies are required to reveal the real mechanism underlying urea utilization by *A. anophagefferens.*

Organic N sources in the ocean are diverse and presumably include urea, amines, peptides, proteins, nucleic acids, amino sugars, and amides. *A. anophagefferens* has order of priority in options of different N sources. These options are supported by the observation that the fastest growth is observed in cultures that are grown on urea, followed by acetamide, nitrate, ammonium, and formamide [8]. The characterization of a cDNA library and gene expression suggests that *A. anophagefferens* can assimilate eight different forms of N, and growth on different N sources elicits an increase in the relative expression of corresponding N transporters [8]. Recently, genome analysis found that, relative to competing phytoplankton, *A. anophagefferens* is enriched in genes encoding enzymes that degrade organic nitrogen compounds and transporters that are specific for a diverse set of organic nitrogen compounds [9], [10]. These studies suggest that *A. anophagefferens* has a greater capacity to use organic nitrogenous compounds compared with its competitors. More recently, transcriptome analysis found that *A. anophagefferens* cells express and regulate a suite of genes that are related to organic nitrogen acquisition/metabolism under nitrogen depletion, which further supported the conclusion that *A. anophagefferens* can metabolize reduced organic forms of N [11].

The recently developed RNA-seq technology [12] has made genome-wide transcript analyses both sensitive and quantitative. Additionally, it has been demonstrated that RNA-seq is an excellent genome-scale platform for analyzing transcript levels [13]. In this study, we report the use of RNA-seq technology to examine transcriptomic differences in a Chinese strain of *A. anophagefferens* that was grown on urea, nitrate, or a mixture of urea and nitrate, and that was under N-replete, limited and recovery conditions. These RNA-seq studies have produced large, quantitative data sets for transcript abundance in *A. anophagefferens* by mapping RNA-seq reads to its gene models. The data strongly suggest significant differences in key cellular metabolic pathways, such as N transport and metabolism, the ornithine-urea cycle (OUC), and the tricarboxylic acid (TCA) cycle, among the different experimental groups. To our knowledge, this study is the first to find OUC activity in *A. anophagefferens.*

## Materials and Methods

### Algal strain

*A. anophagefferens* was collected from the coastal water of Qinhuangdao in the Bohai Sea, China on June 20, 2012 at station X01 (119°37.911′ E, 39°54.111′ N). The station X01 was located in a region that was experiencing a brown tide on that date. The oceanic region is open to the public and no specific permissions are required for sampling. *A. anophagefferens* cells were isolated using capillary pipettes under an inverted microscope and subsequently cultures from a single cell were established. The culture strains were maintained in sterilized natural seawater. Here, it should be pointed out that the field sampling did not involve endangered or protected species.

### Culture conditions

The cultures were grown in 2-L flasks with 1 L of artificial seawater medium [14], which was enriched with f/2 nutrients, with nitrate as the N source (882 µmol L^−1^ NO_3_^−^ and 36.3 µmol L^−1^ PO_4_^3−^). Vitamins (thiamine, biotin and B_12_) were sterile filtered and added to the media after autoclaving. The cultures were grown at 18°C on a 12:12 h light: dark cycle under cool-white fluorescence lights (100 µmol photon m^−2^ s^−1^), and the rate of growth was measured by monitoring in vivo fluorescence using a Turner Designs Model 10 Fluorometer (Turner Designs, CA, USA). These cultures were harvested during the late exponential growth phase and then inoculated into three different artificial seawater media with three different sources of N, including nitrate (882 µmol L^−1^ final concentration), urea (441 µmol L^−1^ final concentration), and nitrate + urea (Mixture N, 441 µmol L^−1^ nitrate, 220 µmol L^−1^ urea, final concentration). All cultures were grown in triplicate. The cells were harvested at the onset of the stationary phase by centrifugation (8000 × g for 10 min), covered with RNAlater solution (Sigma) and stored at −80°C until the RNA was extracted.

For nitrogen-limited and recovery experiments, cells from an exponential culture grown in f/2 media with urea as the N source (882 µmol N. L^−1^ final concentration) were collected by centrifugation (6000 × g for 5 min), washed once with nitrogen-free media and then inoculated in N-replete (441 µmol L^−1^ urea) and N-limited (20 µmol L^−1^ urea) media, respectively. The growth of the cultures was monitored by measuring in vivo fluorescence. The cells were harvested by centrifugation (8000 × g for 10 min) after 6 days in the stationary phase when nitrogen was depleted in the N-limited media. The remaining nitrogen-starved cultures were divided into two parts and then received additions of either 882 µmol L^−1^ NO_3_^−^ or 441 µmol L^−1^ urea. RNA samples were collected at 24 h.

### Chlorophyll fluorescence measurements

The parameters *Fv/Fm* and the rapid light curves for ETR (electron transport rate) were determined using a Phyto-PAM Phytoplankton Analyzer (Walz, Germany). The culture was dark-acclimated for 15–20 min before determining *Fv/Fm*. The rapid light curves for ETR were measured under different PAR levels. Light-saturated ETR, ETRmax and the efficiency of the electron transport were analyzed from light curves of ETR [15].

### Analysis of nutrient

Culture media were collected every other day and filtered through a GF/F filter. All filtrate samples were stored at −20°C until analysis. Urea concentration was colorimetrically determined using the diacetyl monoxime method by Rahmatullah and Boyde [16]. Nitrate were measured using flow injection analyzer LACHAT QC 8500 (HACH, USA) following spectrophotometric method [17].

### Total RNA extraction and Illumina sequencing

Total RNA was extracted from frozen cell pellets using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer's instructions. RNA concentrations were determined from A_260_ nm, and its purity was evaluated by the A_260_ to A_280_ nm ratio. The integrity of the total RNA was assessed using an Agilent 2100 Bioanalyzer. RNA-seq libraries were constructed following an Illumina gene expression sample preparation kit. Briefly, total RNA (5–10 µg) was treated with RNase-free DNase I. Poly(A) mRNA was isolated using oligo(dT) magnetic beads and then fragmented into short fragments (approximately 200 bp). The first-strand synthesis of cDNA was performed using random hexamer-primed reverse transcription. The second-strand synthesis was performed by adding the first strand cDNA synthesis reaction to a second strand reaction mix consisting of first strand buffer, second strand buffer, a dNTP mix, RNase H (Invitrogen) and DNA polymerase I (Invitrogen). The double stranded cDNA was subsequently purified using magnetic beads. End reparation and 3′-end single nucleotide A addition was performed. Then, the cDNA fragments were connected with sequencing adaptors and were enriched by PCR amplification. Finally, the library was sequenced in BGI-tech (Shenzhen) using an Illumina HiSeq 2000 sequencer. RNA-seq raw data have been deposited in the NCBI Gene Expression Omnibus (GEO) database with experiment series accession number GSE60576.

### Analysis of differentially expressed genes

The raw image data were converted into sequence data by base calling which are defined as raw reads. These raw reads had a sequencing length of 50 bp. To obtain high-quality reads, the raw reads were filtered to remove reads with adaptor sequence, low-quality reads and reads with high percentage of unknown bases using BGI-tech's in-house software SOAPnuk. All processed clean reads were mapped to the reference genome and transcript of *A. anophagefferens* using the program SOAPaligner/SOAP2 (version 2.21)[18], respectively, which were downloaded from http://genome.jgi.doe.gov/Auran1/Auran1. This alignment allowed no more than two mismatches. In addition, considering that *A. anophagefferens* genome just contains 1185 scaffolds and lacks prediction of gene models, the reads that mapped to the genome were not used for quantification analysis. In contrast, the reference transcript includes a total of 11501 gene models built by homology to known proteins from other model organisms and ab initio gene predictions as well as from available *A. anophagefferens* EST and cDNA data, so the differential gene expression analysis was performed on the reads that mapped to the transcript. The number of clean reads for each gene was calculated and then normalized to RPKM (number of transcripts per million clean reads), which is related to the read number with gene expression levels [19]. Fold changes in the differential gene expression between conditions were calculated using the log_2_ ratio of RPKM.

The significance of differentially expressed genes between two experimental groups (p-value) were performed following a published method ([20]. A false discovery rate (FDR)≦ 0.001 and an absolute value of log_2_ ratio ≧1 were used as cutoffs to judge the significance of gene expression differences [21].

### Annotation

No function annotation in the transcript which was used as reference genes is provided. In order to annotate these mapped genes, we performed a BLAST search against the non-redundant (NR) database in NCBI with an e-value cut-off of 1e^−5^. Those best hits with specific function whose score is the highest and e-value > 1e^−5^ were chosen. The Blast2GO program was used to obtain the Gene ontology (GO) annotation of the genes.

## Results

### Physiological responses to different N sources, N-limitation and recovery

For *A. anophagefferens* cells that were grown on different N sources, the cell density increased quickly during the first 5 days (exponential phase growth) (Fig. 1A). Maximum growth rates (calculated for days 1 to 5) were observed in cultures grown on urea (0.30 d^−1^), followed by the mixture of urea and nitrate (0.26 d^−1^), and nitrate (0.21 d^−1^) (Fig. 1C). However, there were no significant differences between the maximum growth rates. For cultures with nitrate, the cell density continued to increase after day 5, whereas the cell density did not increase in cultures with urea and mixture N. From day 7 to day 10, the cell density remained at the same level, and the density in all cultures tended to be consistent. The Fv/Fm (Maximum photochemical efficiency of PSII) of cultures from days 6, 9 and 10 was determined, and no significant difference was observed among the three N sources (Fig. 2A). Interestingly, the light-saturated electron transport rate (ETRmax) and electron transport efficiency (ETE) tended to increase gradually from day 6 to day 10 in cultures with urea, whereas these values appeared to drop from day 6 to day 10 in cultures with nitrate and mixture N (Fig. 3). On day 10, ETRmax and ETE of cultures with urea were higher than those values of cultures with the other N sources. In addition, it is noted that the profile of urea concentration as a function of day in cultures with mixture N was extremely similar to that in cultures with urea, whereas no significant decrease was observed in NO_3_^−^ concentration in cultures with mixture N (Fig. 4), which suggested that *A. anophagefferens* may primarily utilize N from urea instead of nitrate in the mixture N media.

**Figure 1:**
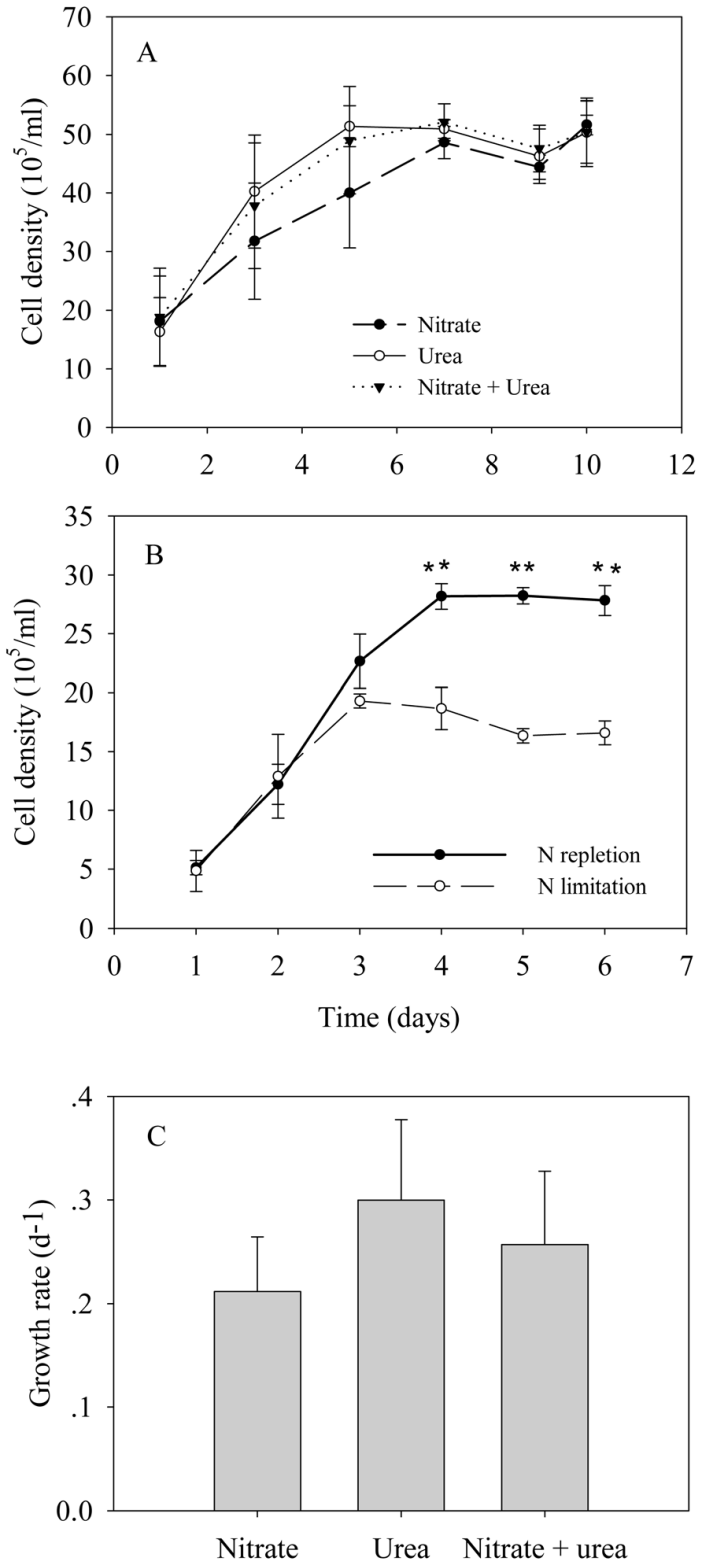
Cell density as a function of culture time. A) Growth of *A. anophagefferens* grown on urea, nitrate, and a mixture of urea and nitrate. B) Growth of *A. anophagefferens* under nitrogen-replete and limited conditions. Cell density under nitrogen-limited condition was compared with that under nitrogen-replete condition. Significance values were expressed as follows: * *P* <0.05, ** P <0.001. C) Growth rates of *A. anophagefferens* grown on urea, nitrate, and a mixture of urea and nitrate. Error bars represent standard deviation of the mean for the three biological replicates.

**Figure 2:**
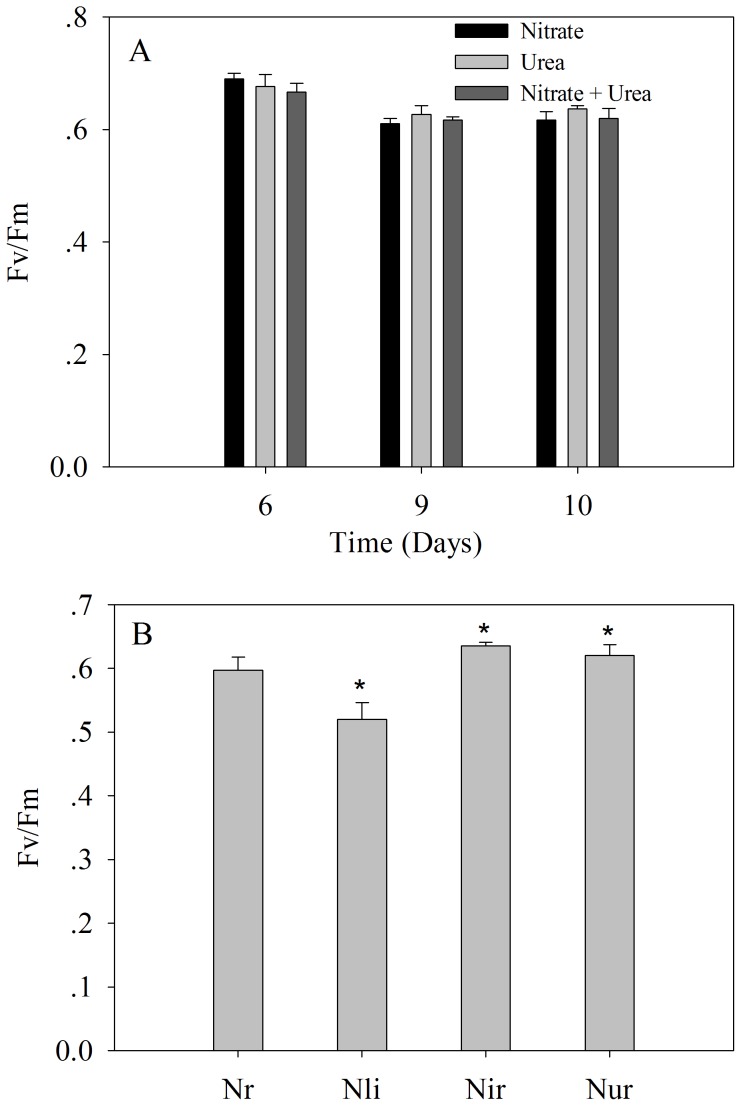
Photosystem II efficiency (Fv/Fm). A) *A. anophagefferens* cultures grown on urea, nitrate, and a mixture of urea and nitrate at the 6-, 9- and 10-day sampling points; B) *A. anophagefferens* cultures grown under nitrogen-replete (Nr), limited (Nli) and recovery conditions. Nir and Nur represent nitrate and urea addition, respectively. Nli was compared with Nr while Nir and Nur were compared with Nli. Significance values were expressed as follows: * *P* <0.05, ** P <0.001. Error bars represent standard deviation of the mean for the three biological replicates.

**Figure 3:**
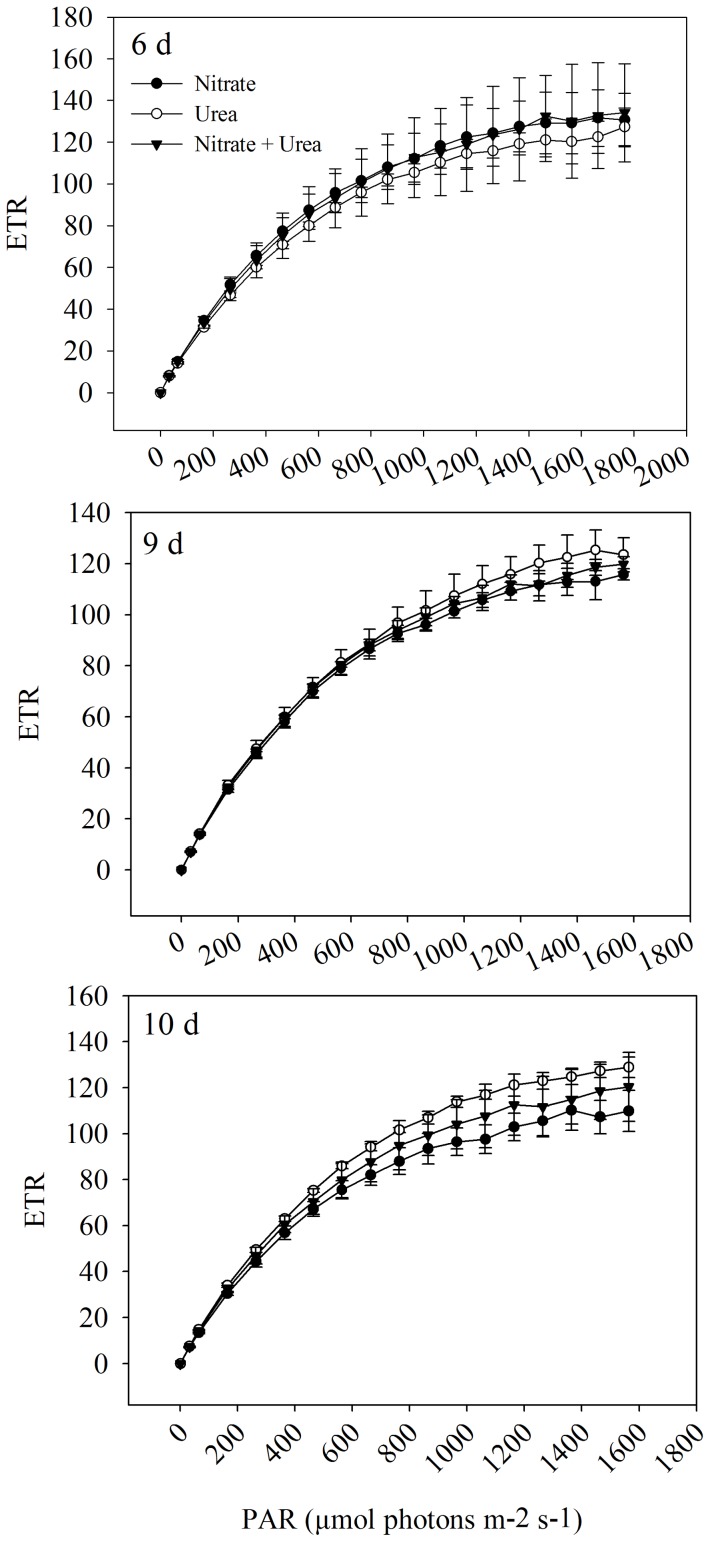
Relative electron transport rate (ETR) as a function of PAR. *A. anophagefferens* was grown on urea, nitrate, and a mixture of urea and nitrate, and samples were meaused at the 6-, 9- and 10-day. Error bars represent standard deviation of the mean for the three biological replicates.

**Figure 4:**
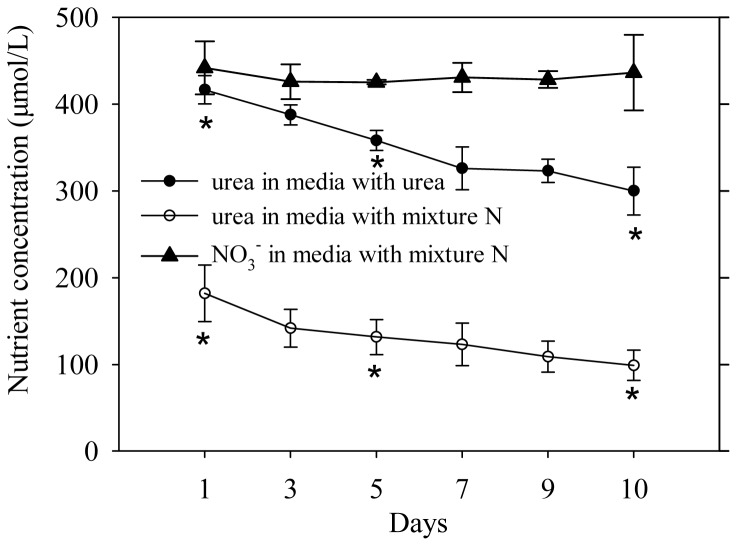
Concentrations of urea and nitrate as a function of culture time in media. Solid triangle represents nitrate concentration in medium with mixture N while solid and open circles represent urea concentrations in media with urea and mixture N, respectively. The difference between time points with asterisk was significant. Significance values were expressed as follows: * *P* <0.05, ** P <0.001. Error bars represent standard deviation of the mean for the three biological replicates.

For N-limited and recovery experiments, the cell density of N-limited cells started decreasing after day 3, whereas that of N-replete cells continued increasing (Fig. 1B). On day 5, the Fv/Fm of N-limited cells (0.52) was lower than that of N-replete cells (0.60) (Fig. 2B). The Fv/Fm was recovered at 24 hr after the addition of either urea or nitrate to N-limited cultures, and this recovery was independent of the nitrogen sources (Fig. 2B).

### RNA-seq analysis

Deconvolution and filtering of raw reads yielded a mean of 6,938,798 reads (range: 6,539,842 to 7,242,083 reads) per individual RNA-seq library (Table 1). Subsequent alignment of the clean reads to the *A. anophagefferens* reference genome yielded a mean of 5,852,408 reads (84.3%) for each sample that mapped to at least one location in the *A. anophagefferens* genome (Table 1). However, of these mapped reads, only 47.4 to 50.9% of the total reads were mapped to the reference transcript for each sample (Table 2). This result indicated that approximately 30% of the total reads mapped to non-coding regions in the genome.

**Table 1:** Summary of RNA-seq sequencing data (mapping to the reference genome).

Samples	Total reads	Total mapped reads	Perfect match	< = 2bp mismatch	Unique match	Multi-position match	Total unmapped reads
Mixture N	7,242,083	6,107,412(84.33%)	4,739,972(65.45%)	1,367,440(18.88%)	4,687,001(64.72%)	1,420,411(19.61%)	1,134,671(15.67%)
Nitrate	7,216,883	6,062,505(84.00%)	4,638,395(64.27%)	1,424,110(19.73%)	4,778,646(66.21%)	1,283,859(17.79%)	1,154,378(16.00%)
Urea	7,050,236	5,927,783(84.08%)	4,585,450(65.04%)	1,342,333(19.04%)	4,688,413(66.50%)	1,239,370(17.58%)	1,122,453(15.92%)
Nrep	6,539,842	5,487,229(83.90%)	3,987,158(60.97%)	1,500,071(22.94%)	4,646,256(71.05%)	840,973(12.86%)	1,052,613(16.10%)
Ndep	6,581,716	5,577,020(84.74%)	4,101,357(62.31%)	1,475,663(22.42%)	4,779,171(72.61%)	797,849(12.12%)	1,004,696(15.26%)
Urecov	6,871,619	5,812,055(84.58%)	4,290,560(62.44%)	1,521,495(22.14%)	4,838,377(70.41%)	973,678(14.17%)	1,059,564(15.42%)
Nrecov	7,069,212	5,992,854(84.77%)	4,377,598(61.92%)	1,615,256(22.85%)	4,948,338(70.00%)	1,044,516(14.78%)	1,076,358(15.23%)

Nrep, Ndep, Urecov, and Nrecov refer to the nitrogen-replete, limited, urea recovery, and nitrate recovery samples, respectively.

**Table 2:** Summary of RNA-seq sequencing data (mapping to the reference transcript).

Samples	Total reads	Total mapped reads	Perfect match	< = 2bp mismatch	Unique match	Multi-position match	Total unmapped reads
Mixture N	7,242,083	3,631,779(50.15%)	2,847,747(39.32%)	784,032(10.83%)	2,875,798(39.71%)	755,981(10.44%)	3,610,304(49.85%)
Nitrate	7,216,883	3,639,577(50.43%)	2,804,173(38.86%)	835,404(11.58%)	2,959,722(41.01%)	679,855(9.42%)	3,577,306(49.57%)
Urea	7,050,236	3,590,932(50.93%)	2,797,158(39.67%)	793,774(11.26%)	2,936,461(41.65%)	654,471(9.28%)	3,459,304(49.07%)
Nrep	6,539,842	3,126,200(47.80%)	2,313,610 (35.38%)	812,590 (12.43%)	2,708,821 (41.42%)	417,379 (6.38%)	3413642 (52.20%)
Ndep	6,581,716	3,118,690(47.38%)	2,355,066(35.78%)	763,624(11.60%)	2,740,361(41.64%)	378,329(5.75%)	3,463,026(52.62%)
Urecov	6,871,619	3,457,608(50.32%)	2,613,980(38.04%)	843,628(12.28%)	2,953,008(42.97%)	504,600(7.34%)	3,414,011(49.68%)
Nrecov	7,069,212	3,445,784(48.74%)	2,565,769(36.29%)	880,015(12.45%)	2,894,006(40.94%)	551,778(7.81%)	3,623,428(51.26%)

Nrep, Ndep, Urecov, and Nrecov refer to the nitrogen-replete, limited, urea recovery, and nitrate recovery samples, respectively.

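Messenger RNA was sequenced from *A. anophagefferens* cells of a Chinese strain grown on 441 µmol/L urea, on 882 µmol/L nitrate, or on mixture N made of 220 µmol/L urea and 441 µmol/L nitrate. There was 1 library per N source, made from cells harvested at the onset of stationary phase. The authors aligned the clean reads to the JGI Auran1 reference transcripts with SOAP2 and deposited, for each gene model, the count of uniquely mapped reads, the RPKM and the percent of the gene model covered by reads. The unique reads totalled 2936461 in the urea library, 2959722 in the nitrate library and 2875798 in the mixture N library. The 10 most abundant gene models took 12.6% of these reads in urea-grown cells, 14.1% in nitrate-grown cells and 13.1% in mixture N-grown cells. Read counts of 2 libraries were compared with the exact Audic-Claverie test (2-sided), and P-values were adjusted by the Benjamini-Hochberg method over all gene models with a read in either library. A gene model was called differentially expressed at a false discovery rate of at most 0.001 and an absolute log2 ratio of RPKM of at least 1, with an RPKM of 0 set to 0.01. Ratios are given with 95% Clopper-Pearson intervals, which cover counting error only. A fold against a library with 3 reads or fewer was computed against 3 reads and is a lower bound. No difference between these libraries has a replicate check, and each test compares the libraries, not the N sources.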

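At least 1 unique read was counted on 9147 gene models in urea-grown cells, 9525 in nitrate-grown cells and 9195 in mixture N-grown cells. When at least 3 reads were required, these numbers were 8160, 8530 and 8186. The median detected gene model had 41 reads in the urea library, 40 in the nitrate library and 42 in the mixture N library.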

In *A. anophagefferens* grown on three different N sources, 9148 to 9526 genes were detected for each sample. The summary of the gene information is shown in Tables S1, S2 and S3, including unique read numbers that match each gene, its coverage, the expression level of each gene (represented by RPKM), and a putative function annotation. The data will be valuable for contributing to future genome annotation efforts and to the discovery of novel genes. A comparison of gene expression among the three N sources was performed. 

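Of the 9771 gene models with a read in the urea or the nitrate library, 314 were called differentially expressed, 134 with a higher and 180 with a lower RPKM in nitrate-grown cells. Between nitrate-grown and mixture N-grown cells, 232 of 9790 gene models were called, 94 higher and 138 lower in nitrate-grown cells. Between mixture N-grown and urea-grown cells, 28 of 9586 gene models were called, 11 higher and 17 lower in mixture N-grown cells. These numbers depended on the variation allowed between cultures. With edgeR's exact test at an assumed biological coefficient of variation of 0.2, 9, 4 and 0 gene models were called in these comparisons.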

322 differentially expressed genes were detected between nitrate-grown and urea-grown cells, 237 between nitrate-grown and mixture N-grown cells and 29 between urea-grown and mixture N-grown cells (Fig. 5, Table S4, S5 and S6). 

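Among called gene models with more than 3 reads in both libraries, gene model 69113, annotated imm downregulated 18, had the highest log2 ratio of mixture N-grown to urea-grown cells, and gene model 60861, annotated oxidoreductase, the lowest. Gene model 69113 had 38 reads in urea-grown and 114 reads in mixture N-grown cells, a log2 ratio of 1.62 (95% interval 1.07 to 2.18, exact Audic-Claverie test, p = 2.3e-10). Gene model 60861 had 71 and 21 reads, a log2 ratio of -1.73 (95% interval -2.50 to -1.01, p = 1.8e-07 from the same exact test).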

Fewer differentially expressed genes between urea-grown and mixture N-grown cells were identified, which further suggested the preferred utilization of cells for urea in media with mixture N.

**Figure 5:**
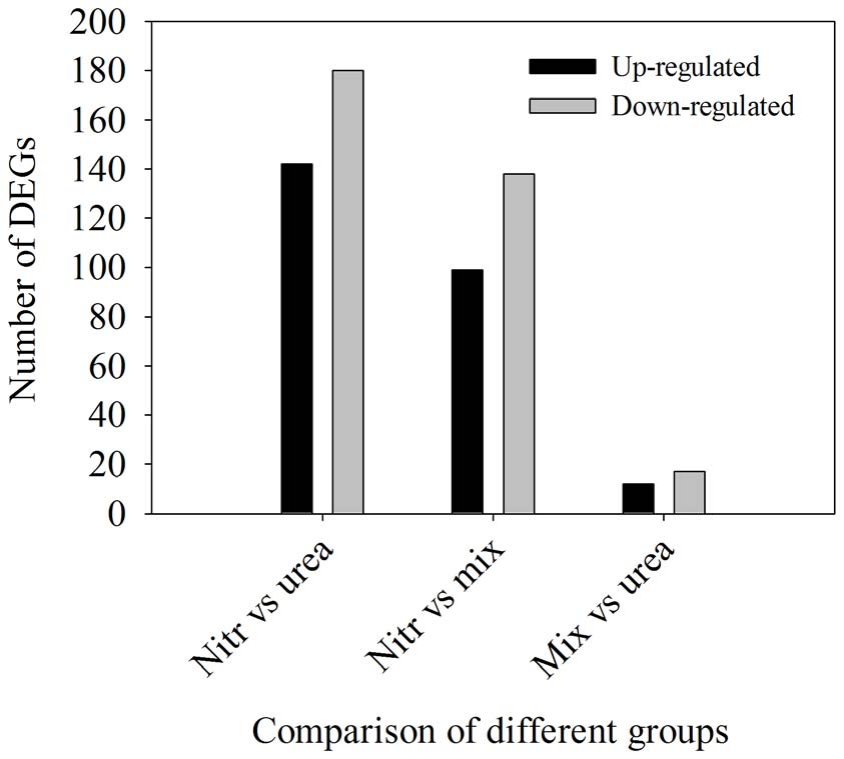
The number of differentially expressed genes among cells that were grown on the three N sources. Nitr, urea and mix represent cells grown on nitrate, urea and mixture N, respectively.

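Cells of the second experiment were grown on 441 µmol/L urea (N-replete) or on 20 µmol/L urea (N-limited), and N-limited cells received 441 µmol/L urea (urea recovery) or 882 µmol/L nitrate (nitrate recovery) for 24 h. A single library was sequenced per condition. The authors counted unique reads on the same reference transcripts and deposited the counts and the RPKM in the same form as for the first experiment. The unique reads totalled 2708821 in N-replete, 2740361 in N-limited, 2953008 in urea recovery and 2894006 in nitrate recovery cells. The 10 most abundant gene models took 16.4%, 17.3%, 12.7% and 18.0% of the reads of these libraries. The libraries were compared as in the first experiment, without a replicate check. Of 10200 gene models with a read in N-replete or N-limited cells, 804 were called higher and 879 lower in N-limited cells. Gene model 70105, annotated glutathione peroxidase, rose from 5 to 768 reads, a log2 ratio of 7.25 (95% interval 6.02 to 8.87). Gene model 64100, which has no annotation in the tables used here, had 1168 reads in N-replete and 8 in N-limited cells, a log2 ratio of -7.21 (95% interval -8.42 to -6.22). With edgeR's exact test at the assumed biological coefficient of variation of 0.2, 363 gene models were called.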

For nitrogen-limited and recovery experiments, 707 genes were up-regulated significantly, and 766 were down-regulated significantly in N-depleted cells relative to N-replete cells. 

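Of 10132 gene models compared between N-limited and urea recovery cells, 744 were called higher and 1069 lower after the addition of urea. Of 10206 gene models compared between N-limited and nitrate recovery cells, 351 were called higher and 803 lower after the addition of nitrate. After TMM scaling the split in nitrate recovery cells turned to 624 higher and 467 lower, and in urea recovery cells it was 835 higher and 914 lower. The N-limited library is the reference of both comparisons. In both, 836 gene models were called, and the log2 ratios of 6971 gene models correlated across genes with r = 0.80. Genes are not independent replicates, and libraries drawn without any change against a shared reference gave a median r of 0.54 from counting error alone. At a coefficient of variation of 0.2, such unchanged libraries gave a median of 18 shared calls, and at the dispersion between the urea-grown and N-replete libraries a median of 1086. The draws at that dispersion also gave a median of 2398 calls in nitrate recovery against N-limited cells, where 1154 were observed. The value of 1086 is therefore not a usable null for the shared calls. The draws at 0.2 gave medians of 130 and 128.5 calls in the urea and nitrate recovery comparisons, where 1813 and 1154 were observed. The value of 18 holds only for that assumed variation. The variation between these cultures was not measured, so that a larger variation stays open.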

N-depleted cells exhibited a broad transcriptional response to nitrogen re-addition, with 681 genes up-regulated and 874 genes down-regulated in urea recovery cells, and 312 genes up-regulated and 688 genes down-regulated in nitrate recovery cells. The summary of those differentially expressed genes is listed in Table S7, S8 and S9.

### Nitrate versus urea

Compared with cells that were grown on urea, 142 transcripts were upregulated 2-fold or greater in cells that were grown on nitrate, and 180 transcripts were downregulated 2-fold or greater in cells that were grown on nitrate (Table S4). 

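Among called transcripts with more than 3 reads in both libraries, the highest log2 ratio after that of NADPH nitrite reductase belonged to gene model 70105, annotated glutathione peroxidase. It had 8 reads in urea-grown and 101 reads in nitrate-grown cells and was 12.5-fold higher on nitrate (exact Audic-Claverie test, p = 1.8e-21). The lowest log2 ratio, -3.50 (95% interval -3.81 to -3.20), belonged to gene model 62199, annotated as a lipoprotein, with 1123 reads in urea-grown and 100 reads in nitrate-grown cells. After TMM scaling, 101 transcripts were called higher and 232 lower in nitrate-grown cells.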

Approximately 24% of differentially expressed genes could not be assigned a function because the reference genes represented hypothetical or predicted protein or showed no database homology. Transcripts encoding nitrate high affinity transporter, nitrite transporter NAR1, formate/nitrite transporter, and ammonium transporter increased when *A. anophagefferens* cells were grown on nitrate compared with urea. 

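The nitrate high affinity transporter (ID 60332) had 1431 reads in urea-grown and 6292 reads in nitrate-grown cells, a log2 ratio of 2.13 (95% interval 2.04 to 2.21). Nitrite transporter NAR1 (ID 53005) had 49 and 245 reads, a log2 ratio of 2.31 (95% interval 1.86 to 2.78, exact Audic-Claverie test, p = 3.6e-32). Formate/nitrite transporter 15503 rose from 74 to 181 reads and was 2.43-fold higher in nitrate-grown cells. Ammonium transporter 18463 rose from 452 to 1140 reads, a log2 ratio of 1.32 (95% interval 1.16 to 1.48). The other formate/nitrite transporter of Table 4 (ID 17695) had 74 reads in urea-grown and 37 in nitrate-grown cells and was not called (exact Audic-Claverie test, p = 0.00036).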

Transcripts encoding a putative nitrate reductase, NADPH nitrite reductase and glutamine synthetase increased in cells that were grown on nitrate compared with cells that were grown on urea (Fig. 6). 

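Nitrate reductase (ID 53391) had 843 reads in urea-grown and 1842 reads in nitrate-grown cells, a log2 ratio of 1.12 (95% interval 1.00 to 1.24). NADPH nitrite reductase (ID 37238) had 8 and 145 reads, a log2 ratio of 4.17 (95% interval 3.15 to 5.41, exact Audic-Claverie test, p = 2.0e-33). Glutamine synthetase (ID 20700) had 193 and 466 reads, a log2 ratio of 1.26 (95% interval 1.02 to 1.51).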

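Argininosuccinate synthase (ID 26092) had 1219 reads in urea-grown and 480 reads in nitrate-grown cells and was 2.56-fold higher on urea (exact Audic-Claverie test, p = 1.7e-75). Argininosuccinate lyase (ID 28200) was 2.14-fold, carbamoyl-phosphate synthase (ID 20552) 2.02-fold and N-acetyl-gamma-glutamyl-phosphate reductase (ID 72250) 2.01-fold higher in urea-grown cells. The log2 ratio of nitrate-grown to urea-grown cells of the last was -1.01 with a 95% interval from -1.29 to -0.73, which includes values on both sides of the threshold.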

Notably, 4 transcripts that were involved in OUC showed 2.0- to 2.6-fold upregulation in urea-grown cells relative to nitrate-grown cells (Table S4, Fig. 6). Thirty nine transcripts encoding proteins that were involved in protein synthesis showed 2.0- to 3.6-fold upregulation in urea-grown cells relative to nitrate-grown cells (Table S4). 

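In the copy of Table S4 used here, which holds 282 of the 322 genes the paper states, 40 transcripts had the function translation. All 40 were called lower in nitrate-grown than in urea-grown cells, which follows in part from the table listing called genes, and their median log2 ratio was -1.08. The largest difference was found in elongation factor 52055, at 3.56-fold, and the smallest in 60S ribosomal protein L13a (ID 58864), at 2.00-fold. No list of random genes was compared with them, because the copy of the table is partial.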

There were 11 transcripts encoding enzymes that were involved in amino acid synthesis that were upregulated in urea-grown cells relative to nitrate-grown cells. 

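In the amino acid section of the same partial copy of Table S4, 21 gene models were listed, of which 19 were called higher in urea-grown cells and 1 was called higher in nitrate-grown cells. Their log2 ratios of nitrate-grown to urea-grown cells ran from -2.26 in spermidine synthase (ID 59112) to 2.77 in taurine-pyruvate aminotransferase (ID 30031).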

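Between nitrate-grown and urea-grown cells, 7 light harvesting transcripts of Table S4 were called, with log2 ratios from -2.14 in gene model 72537 to 1.26 in gene model 35021. Gene model 72537 had 995 reads in urea-grown and 228 in nitrate-grown cells. Fructose-1,6-bisphosphate aldolase (ID 22269), with 6011 and 2724 reads, was 2.22-fold higher in urea-grown cells, and acetyl-CoA carboxylase (ID 38836), with 3881 and 1864 reads, was 2.10-fold higher. Malic enzyme (ID 58666) fell from 120 to 49 reads on nitrate (exact Audic-Claverie test, p = 2.4e-08).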

Levels of transcripts encoding proteins that were involved in photosynthesis and central carbon metabolism displayed difference in cells that were grown on urea and nitrate (Table S4, Fig. 7).

**Figure 6:**
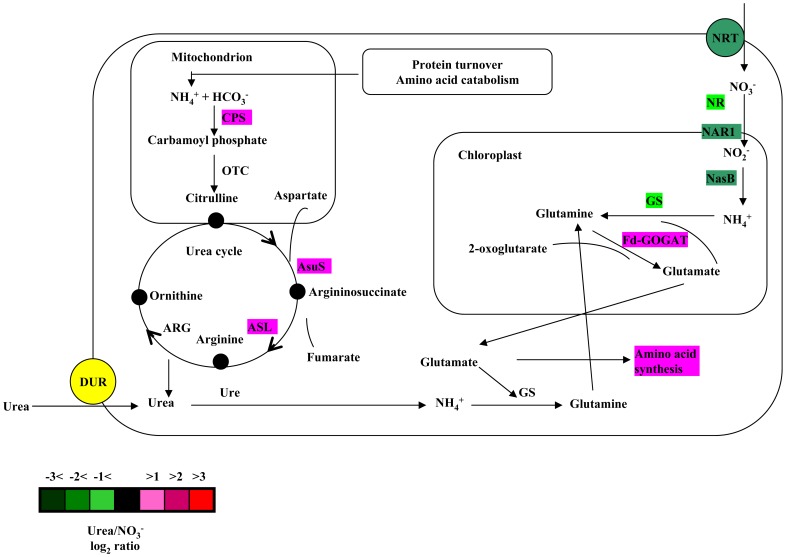
Proposed model showing the urea cycle, nitrate transport and assimilation, and the glutamine-glutamate cycle. Enzymes that are involved in these pathways are labeled with colors that indicate the fold change (log_2_) in their transcript levels in urea-grown cells relative to nitrate-grown cells (color code is provided in the figure). NRT, nitrate transporter; NR nitrate reductase; NAR1, nitrite transporter; NasB, NADPH nitrite reductase; GS, glutamine synthetase; Fd-GOGAT, ferredoxin-dependent glutamate synthase; CPS, carbamoyl phosphate synthase; OTC, ornithine transcarboxylase; AsuS, argininosuccinate synthase; ASL, argininosuccinate lyase; ARG, arginase; Ure, urease; DUR, urea transporter.

**Figure 7:**
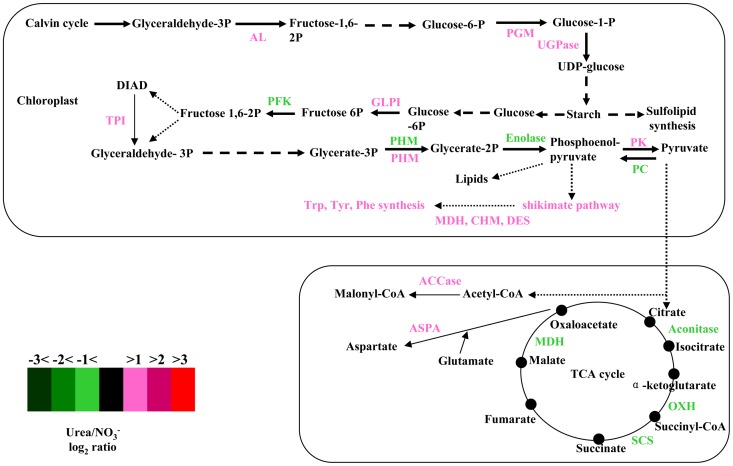
Pathways for starch synthesis, glycolysis, aromatic amino acid synthesis and the TCA cycle. Enzymes that are involved in these pathways are labeled with colors that indicate the fold change (log_2_) in their transcript levels in urea-grown cells relative to nitrate-grown cells (color code is provided in the figure). Dashed lines mean that no differentially expressed genes were detected in these pathways. AL, aldolase; PGM, phosphoglucomutase; UGPase, UDP-glucose-pyrophosphorylase; PFK, phosphofructokinase; TPI, triose-phosphate isomerase; PHM, phosphoglycerate mutase; PK, pyruvate kinase, PC, pyruvate carboxylase; OXH, oxoglutarate dehydrogenase; SCS, succinyl-CoA ligase; MDH, malate dehydrogenase; EPSPS, 3-phosphoshikimate 1-carboxyvinyltransferase; CHM, chorismate mutase; DES, dehydroquinate synthase; ASPA, aspartate aminotransferase; ACCase, Acetyl-CoA carboxylase; GLPI, glucose-6-phosphate isomerase.

### Specific genes transcriptionally regulated by urea

The comparison of results for the mixture N and urea groups with the nitrate reference allowed us to find genes for which transcription was specifically regulated by urea. We found 124 common genes differentially regulated between the mixture N and urea groups compared with the reference nitrate group (Figure 8A). These genes are listed in Table S10. 

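The calls of nitrate-grown against urea-grown cells and of nitrate-grown against mixture N-grown cells had 119 gene models in common, 44 higher and 75 lower in nitrate-grown cells. The common genes numbered 136 with TMM scaling factors, and at an assumed coefficient of variation of 0.2 they numbered 4. Both comparisons share the nitrate library, so that its chance values enter both. In 100 draws of 3 unchanged libraries, counting error alone gave a median of 0 common genes, and a coefficient of variation of 0.2 gave a median of 18 and a maximum of 29. The draws at 0.2 gave medians of 128 and 124 calls in the comparisons with nitrate-grown cells. Between mixture N-grown and urea-grown cells 28 were observed, so that 0.2 may exceed the variation between those libraries.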

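All 119 common genes differed from nitrate-grown cells in the same direction in urea-grown and mixture N-grown cells. Unchanged libraries drawn against a shared nitrate library at a coefficient of variation of 0.2 also had 100% of their common genes in the same direction. Across 6916 gene models the log2 ratios of the 2 comparisons had the same sign in 77.0%, against a median of 67.0% in unchanged libraries at that variation, and the correlation across genes was r = 0.75 against a median of 0.51.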

Interestingly, the pattern of regulation of gene expression for urea and mixture N-grown cells appeared to be perfectly consistent (Figure 8B). Among these 124 genes, those involved in protein synthesis were well represented (Table 3). 

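Table S10 was used in a copy with 123 of the 124 genes the paper states, and 22 of them had a function of translation. All 22 were lower in nitrate-grown than in mixture N-grown cells, with a median log2 ratio of -1.09. This follows in part from the table listing genes called in both comparisons with nitrate-grown cells. Between mixture N-grown and urea-grown cells 11 were higher and 11 lower, and none was called.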

The next represented gene categories were nitrogen compound metabolism, protein modification and degradation, DNA and RNA binding, transport, signaling, photosynthesis, glycolysis/gluconeogenesis, and stress. 

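Tryptophan synthase (ID 25486) had 1161 reads in urea-grown, 942 in mixture N-grown and 451 in nitrate-grown cells. Against mixture N-grown cells, the log2 ratio in nitrate-grown cells was -1.10 for tryptophan synthase (exact Audic-Claverie test, p = 1.8e-43) and -1.26 for spermine synthase (ID 31657). Argininosuccinate synthase had 1006 reads in mixture N-grown cells, a log2 ratio of -1.11 against them (95% interval -1.27 to -0.95).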

Transcripts encoding argininosuccinate synthase, tryptophan synthase and spermine synthase increased in urea-and mixture-grown cells compared with nitrate-grown cells. 

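Among the translation genes of Table S10, the log2 ratio of nitrate-grown to mixture N-grown cells was lowest, at -1.54, in ribosomal protein 30 (ID 18130). It was highest, at -1.00, in ribosomal protein 11 (ID 22183), an end set by the threshold for a call. In the second experiment, a set of libraries that was not used to choose these genes, their median log2 ratio was 0.86 in N-limited against N-replete cells, 0.58 in urea recovery against N-limited cells and -0.04 in nitrate recovery against N-limited cells. The last value was 0.26 with TMM scaling factors. In nitrate recovery against urea recovery cells, a comparison added for these genes after the values were seen, all 22 were lower, 4 of them called, with a median of -0.60. With TMM scaling factors 21 were lower and 1 higher, with a median of -0.41.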

Twenty two transcripts encoding proteins that are involved in protein synthesis were induced in urea-and mixture-grown cells.

**Figure 8:**
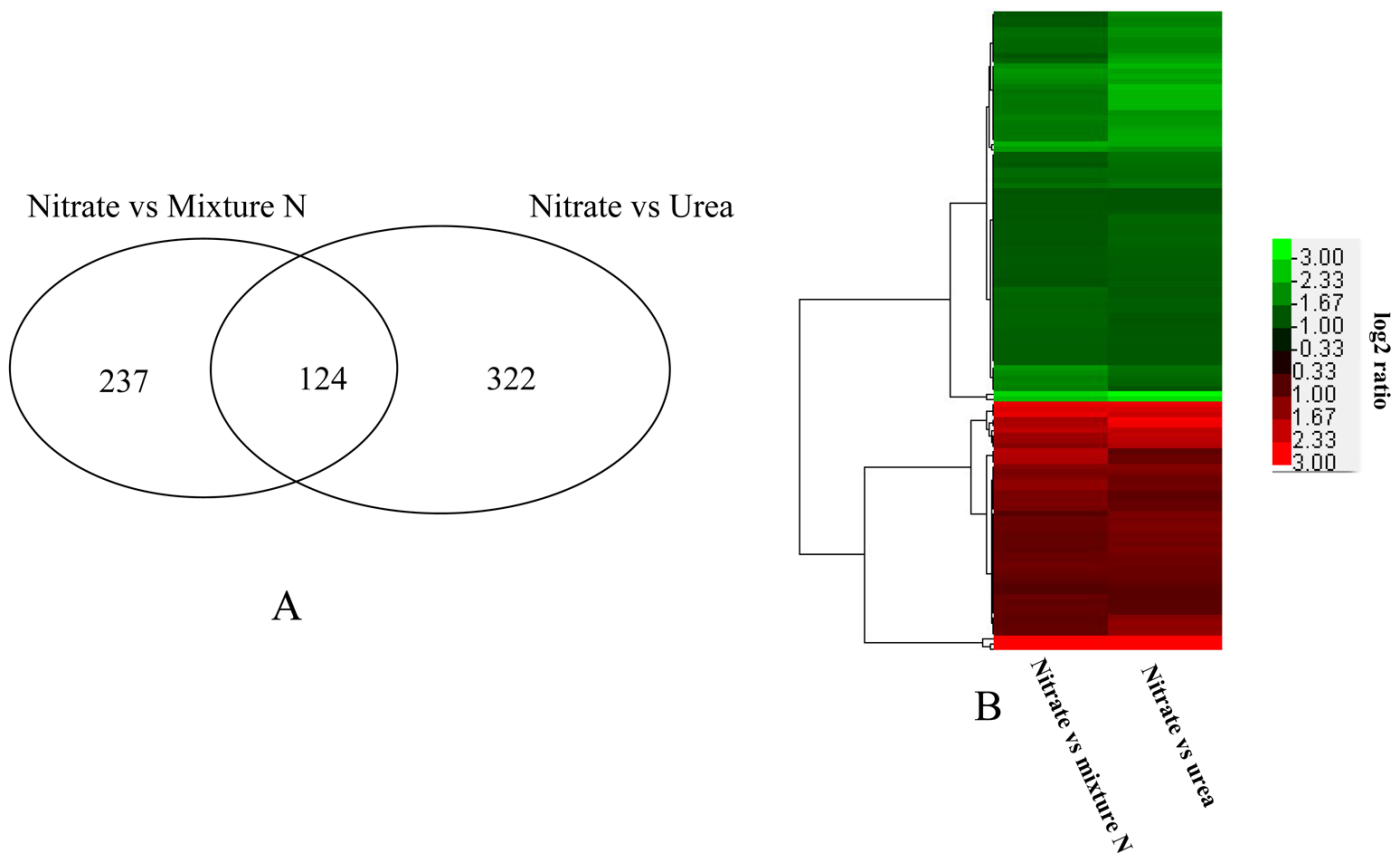
Specific genes transcriptionally regulated by urea. A) Number of common genes differentially regulated between the mixture N and urea groups compared with the reference nitrate group; B) the pattern of regulation of these common genes.

**Table 3:** GO function class of the genes differentially regulated that are common between the urea and mixture N groups compared with the reference nitrate group.

Function class	Number of genes		
	Up-regulated^a^	Down-regulated^b^	Differentially expressed
Protein synthesis	22	0	22
Nitrogen compound metabolism	7	6	13
Transport	2	5	7
Glycolysis/gluconeogenesis	5	0	5
DNA and RNA (synthesis processing, transcription, regulation)	5	3	8
Photosynthesis	5	0	5
One-carbon compound metabolism	3	0	3
Protein (targeting, modification, degradation)	5	4	9
Signalling	2	4	6
Stress	2	3	5
Urea cycle	1	0	1
Sulfate assimilation	1	0	1
Citric acid cycle	0	1	1
Vanillin synthesis	0	1	1
Cell cycle regulation	0	2	2

Note: a and b represent number of genes that are differentially expressed in urea-and mixture-N cells compared with nitrate-grown cells.

### Nitrogen limitation and recovery

To evaluate the role of the *A. anophagefferens* OUC, RNA-seq was also used to investigate the pattern of gene expression of the OUC, TCA cycle and nitrogen assimilation pathway in response to nitrogen limitation and the addition of different nitrogen substrates to nitrogen-limited *A. anophagefferens* cultures. 

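Of the 23 gene models of Table 4, 16 were called between N-replete and N-limited cells when adjusted over all gene models, and the same number when adjusted over the list alone. The study chose this list on these samples, so that the count over the list is not independent evidence. In N-limited cells, argininosuccinate synthase (log2 ratio 1.06, 95% interval 0.89 to 1.24) and urease accessory protein UreG (log2 ratio 1.04, 95% interval 0.66 to 1.44) were called higher. In the nitrogen assimilation group 10 gene models were called higher and 1 lower, and in the citric acid cycle 3 were called lower. At an assumed coefficient of variation of 0.2, 5 of the 23 were called.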

Under nitrogen-limited condition, two OUC-related transcripts and nine transcripts involved in nitrogen compound transport and assimilation showed upregulation, whereas three key transcripts for the TCA cycle were down-regulated (Table 4). In 24 h nitrogen-recovery experiments, all of the differentially expressed genes involved in these pathways that were significant were down-regulated (fold change >2.0 and *P*<0.05). 

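In urea recovery against N-limited cells 16 of the 23 gene models were called, all lower, and in nitrate recovery against N-limited cells 15 were called, all lower. The numbers adjusted over the list alone were the same, and that count is not independent evidence. They were 15 and 12 with TMM scaling factors. The only positive log2 ratios belonged to isocitrate dehydrogenase (ID 59240), at 0.74 in urea recovery and 0.03 in nitrate recovery cells. Urease and the nitrate high affinity transporter changed sign in nitrate recovery cells with TMM scaling factors, from -0.20 to 0.10 and from -0.24 to 0.05.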

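Nitrate recovery and urea recovery cells were also compared directly. Of the 23 gene models of Table 4, 2 were called, both lower after nitrate, and 2 when adjusted over the list alone, which is not independent evidence. Formate/nitrite transporter 15503 had 110 reads after urea and 45 after nitrate, a log2 ratio of -1.26 (exact Audic-Claverie test, p = 2.5e-07). Formate/nitrite transporter 17695 had 43 reads after urea and 3 after nitrate (p = 3.7e-10 from the same exact test). After TMM scaling 4 of the 23 were called, 2 higher and 2 lower after nitrate. The nitrate high affinity transporter had 1424 reads after urea and 2777 after nitrate, a log2 ratio of 0.99 (95% interval 0.90 to 1.09).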

No significant difference was observed in expression pattern of these transcripts between the addition of nitrate and urea.

**Table 4:** List of the genes differentially regulated among the nitrogen-replete (Nrep), limited (Ndep) and 24 h recovery (urea recovery, Urecov; nitrate recovery, Nrecov) libraries.

Metabolic pathway	Protein ID	Putative annotation	Ndep/Nrep		Urecov/Ndep		Nrecov/Ndep	
			log_2_ ratio	*P* value	log_2_ ratio	*P* value	log_2_ ratio	*P* value
Urea cycle	jgi|Auran1|20552	Carbamoyl-phosphate synthase	0.77	1.12E-164	-1.11	0	-1.82	0
	jgi|Auran1|33293	Ornithine carbamoyltransferase	0.70	3.33E-06	-1.00	1.26E-10	-0.84	3.35E-08
	jgi|Auran1|26092	Argininosuccinate synthase	1.06	8.24E-36	-0.26	3.55E-14	-0.87	8.00E-27
	jgi|Auran1|28200	Argininosuccinate lyase	0.61	8.78E-09	-0.17	0.08	-1.01	2.32E-20
	jgi|Auran1|72133	Urease	0.66	7.19E-91	-1.17	5.49E-245	-0.20	4.97E-11
	jgi|Auran1|30203	Urease accessory protein UreG	1.04	2.03E-08	-0.97	5.44E-08	-0.63	8.24E-4
Nitrogen assimilation pathway	jgi|Auran1|60332	Nitrate high affinity transporter	0.92	1.51E-101	-1.23	3.32E-171	-0.24	8.16E-11
	jgi|Auran1|53005	Nitrite transporter NAR1	-2.12	5.53E-112	-1.59	1.41E-19	-1.20	4.23E-13
	jgi|Auran1|17695	Formate/nitrite transporter	3.20	1.00E-29	-1.99	8.46E-19	-5.80	3.24E-45
	jgi|Auran1|15503	Formate/nitrite transporter	2.47	6.68E-61	-2.10	8.38E-53	-3.36	9.89E-87
	jgi|Auran1|55502	Xanthine uracil permease	1.52	0	-0.80	9.79E-116	-0.60	1.20E-69
	jgi|Auran1|53391	Nitrate reductase	1.33	4.40E-144	-1.18	1.05E-126	-1.13	2.77E-117
	jgi|Auran1|37238	NADPH nitrite reductase	1.41	3.41E-153	-4.22	0	-3.66	0
	jgi|Auran1|52709	NADH-dependent glutamate synthase	1.10	5.19E-57	-1.27	9.29E-75	-1.58	1.11E-101
	jgi|Auran1|38538	Ferredoxin-dependent glutamate synthase	0.62	2.52E-56	-0.82	7.50E-95	-1.39	1.86E-219
	jgi|Auran1|20700	Glutamine synthetase	1.25	4.90E-41	-1.20	1.40E-40	-0.57	3.68E-12
	jgi|Auran1|55217	Glutamine synthetase, type III	4.07	1.24E-08	-4.20	2.90E-09	-4.16	4.10E-09
	jgi|Auran1|60068	Formamidase	1.52	2.79E-05	-2.72	3.34E-10	-2.69	5.50E-10
	jgi|Auran1|21408	Cyanate lyase	3.64	5.79E-14	-3.09	6.70E-13	-3.06	1.21E-12
Citric acid cycle	jgi|Auran1|37323	Oxoglutarate dehydrogenase	-1.06	2.95E-57	-1.19	9.76E-36	-1.90	9.40E-69
	jgi|Auran1|28269	Succinyl-CoA ligase (SCS)	-0.74	5.08E-08	-0.66	1.15E-4	-1.37	1.35E-12
	jgi|Auran1|60302	Malate dehydrogenase (MDH)	-1.57	9.44E-77	-1.29	2.00E-21	-2.13	9.34E-42
	jgi|Auran1|59240	Isocitrate dehydrogenase (IDH)	-1.28	5.90E-226	0.74	7.43E-67	0.03	0.58

Log_2_ ratio >1 indicates that the gene is upregulated in nitrogen-limited and recovery conditions relative to the control. Log_2_ ratio <-1 indicates that the gene is downregulated in nitrogen-limited and recovery conditions relative to the control. Genes were considered differentally regulated at log_2_ ratio >1 and *P* <0.05.

## Discussion

In this study, RNA-Seq was used to profile the transcriptome of the Chinese strain of *A. anophagefferens* which was grown on urea, nitrate, and mixture N. Transcripts for the OUC, nitrogen assimilation, and TCA cycle in *A. anophagefferens* under nitrogen-limited and recovery conditions were also analyzed. Our goal is to gain a better understanding of the molecular mechanisms that underlie urea and nitrate metabolism in *A. anophagefferens* and to determine why *A. anophagefferens* prefers organic nitrogen to inorganic nitrogen on a molecular level.

### Nitrogen acquisition and assimilation

The levels of transcripts for several N transporters displayed significant differences between urea-grown and nitrate-grown cells (Table S4). Transcripts encoding nitrate high affinity transporter, nitrite transporter NAR1, formate/nitrite transporter, and ammonium transporter increased when *A. anophagefferens* cells were grown on nitrate compared with urea. The result suggested that these transporter genes are inducible by nitrate. In other phytoplankton, such as Chlorophyceae, Haptophyceae, and Bacillariophyceae, genes encoding high affinity nitrate transporters were highly induced when the cells were incubated with NO_3_^−^ or N starvation [22]. In addition, the relative expression of a putative nitrate transporter gene is higher in the American strain of *A. anophagefferens* that is grown on nitrate than in cells that are grown on other N sources [8]. Nitrate assimilation involves two membrane barriers, the plasma and the chloroplast membranes. Thus, once nitrate is reduced to nitrite in the cytosol, nitrite has to cross the chloroplast membranes for its subsequent reduction to ammonium [23]. In this study, transcripts for ID 53005 and 15503 had conservative domains of a formate/nitrite transporter and were homologous to the nitrite transporter NAR1 from *Ectocarpus siliculosus* and to a formate/nitrite transporter, respectively. The upregulation of these two transcripts suggested that the two genes might be involved in nitrite transport to chloroplasts. In *Chlamydomonas reinhardtii,* a Nar1 gene that encodes putative formate and nitrite transporters, has been found to play an important role in the regulation of nitrite transport to chloroplasts [24]. In *A. anophagefferens*, a higher fold change was observed in the abundance of the nitrite transporter NAR1, suggesting that the transporter (ID 53005) may be the main contributor to the regulation and transport of nitrite to the chloroplast. 

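NAR1 had 65 reads in mixture N-grown cells, so that nitrate-grown cells were 3.66-fold higher than mixture N-grown cells and 4.96-fold higher than urea-grown cells. For formate/nitrite transporter 15503 nitrate-grown cells were 2.38-fold higher than mixture N-grown cells, which had 74 reads.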

Interesting, transcript for the NAR1 was down-regulated under nitrogen limitation and recovery, whereas two transcripts for formate/nitrite transporters showed a strong upregulation under nitrogen limitation, and then sudden downregulation under short-term nitrogen recovery (Table 4). These results indicated that these nitrite transporter genes were regulated by nitrogen concentration. 

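NAR1 fell from 965 reads in N-replete to 224 in N-limited cells, a log2 ratio of -2.12 (95% interval -2.34 to -1.91), and to 80 reads in urea recovery and 103 in nitrate recovery cells. Formate/nitrite transporter 17695 rose from 17 to 158 reads under N limitation, a log2 ratio of 3.20 (95% interval 2.47 to 4.02). Formate/nitrite transporter 15503 rose from 78 to 437 reads, a log2 ratio of 2.47 (95% interval 2.12 to 2.84), and was 4.28-fold lower in urea recovery and 10.3-fold lower in nitrate recovery cells. For 17695, the 3 reads in nitrate recovery cells are at the limit at which a fold is given as a bound.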

The rapid responses of these transporter genes to change of nitrate concentration imply that the Chinese strain of *A. anophagefferens* can utilize nitrate or nitrite effectively. In addition, it is expected that some of the genes such as the NAR1 (ID 53005) may be used for molecular biomarkers which are indicative of changes of the DIN during brown tides.

Nitrate also induced the upregulation of transcripts encoding a tryptophan/tyrosine permease and a xanthine/uracil/vitamin C permease (Table S4) other than ammonium transporter, which suggests that amino acids and nucleotides may be superior to nitrate as N sources for this strain. This trait is similar to that of the American strain of *A. anophagefferens* [8]. 

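Tryptophan/tyrosine permease (ID 27600) had 11 reads in urea-grown and 47 in nitrate-grown cells, a log2 ratio of 2.08 (95% interval 1.12 to 3.18, exact Audic-Claverie test, p = 2.3e-06). Xanthine/uracil/vitamin C permease (ID 52593) had 2165 and 5552 reads, a log2 ratio of 1.35 (95% interval 1.28 to 1.42).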

Notably, transcripts for xanthine uracil permease were upregulated in *A. anophagefferens* cells under N-limited condition (Table 4). 

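Xanthine uracil permease (ID 55502) had 1500 reads in N-replete and 4344 reads in N-limited cells, a log2 ratio of 1.52 (95% interval 1.43 to 1.60). In urea recovery and nitrate recovery cells it had 2695 and 3033 reads and was not called lower. Between urea-grown and nitrate-grown cells, with 1485 and 1683 reads, 55502 was not called. The permease that was higher on nitrate (ID 52593) had 6784 reads in N-replete and 4752 in N-limited cells. No single gene model thus rose in both settings.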

The regulation of transcript for the xanthine uracil permease is consistent with a previous study on the American strain of *A. anophagefferens* [11]. These data suggest that the Chinese strain has the ability to utilize amino acids and nucleotides as N sources. This is consistent with other studies on the American strain of *A. anophagefferens* [5], [25].

Nitrate elicited an increase in the abundance of transcripts encoding proteins that are involved in NO3^−^ assimilation and in the synthesis of N metabolites (Table S4). Transcripts encoding a putative nitrate reductase, NADPH nitrite reductase and glutamine synthetase increased in cells that were grown on nitrate compared with cells that were grown on urea. Nitrate is not only an essential nutrient that activates the expression of genes for its assimilation pathway but also a signaling molecule that regulates cellular metabolism [26]. Our data describe how nitrate was transported and then reduced to ammonium in *A. anophagefferens* cells that were grown on nitrate (Fig. 6), and NADPH nitrite reductase may be the main contributor to the conversion of NO_2_^−^ into NH_4_^+^, instead of ferrdoxin nitrite reductase. Glutamine synthetase (GS) is one of the two enzymes that catalyze the glutamine-glutamate (GS-GOGAT) cycle. In diatoms, two GS isoenzymes have been characterized; GSII is localized to the chloroplast, whereas GSIII is cytosolic [27]. The gene encoding GSII is upregulated in diatom cells assimilating NO_3_^−^ but not in cells assimilating NH_4_^+^ taken up directly from the environment, where the gene encoding GSIII is constitutively expressed regardless of the presence or absence of nitrogen [28]. Based on these studies, we hypothesized that in *A. anophagefferens*, the GS that is encoded by the transcript (ID 20700) may be in chloroplasts, similar to the GSII of diatom, and can be induced by nitrate in media. Interestingly, no significant change was observed in the abundance of the GS transcript between cells that were grown on mixture N and that were grown on urea, which suggested that the presence of urea might inhibit the induction of the GS gene by the reduction of nitrate. Additionally, the results support the conclusion that *A. anophagefferens* primarily utilizes N from urea instead of nitrate in media with mixture N. Notably, the same three genes involved in nitrogen assimilation (ID 53391, 37238, 20700) induced by nitrate also were upregulated under nitrogen limitation and downregulated under nitrogen recovery (Table 4), suggesting that they were also regulated by nitrogen concentration.

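Glutamine synthetase had 106 reads in mixture N-grown cells, so that the log2 ratio of mixture N-grown to urea-grown cells was -0.83 (95% interval -1.19 to -0.49, exact Audic-Claverie test, p = 1.1e-06). This value did not reach the log2 threshold for a call. Nitrate-grown cells were 4.27-fold higher than mixture N-grown cells.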

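Under N limitation nitrate reductase rose from 972 to 2465 reads, NADPH nitrite reductase from 881 to 2376 reads and glutamine synthetase from 309 to 744 reads. In urea recovery cells they had 1170, 137 and 348 reads, and in nitrate recovery cells 1186, 199 and 531 reads. Of these, glutamine synthetase was not called in nitrate recovery cells, where its log2 ratio was -0.57 (95% interval -0.73 to -0.40). NADPH nitrite reductase was 18.7-fold lower in urea recovery and 12.6-fold lower in nitrate recovery than in N-limited cells.

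**Figure D1:**
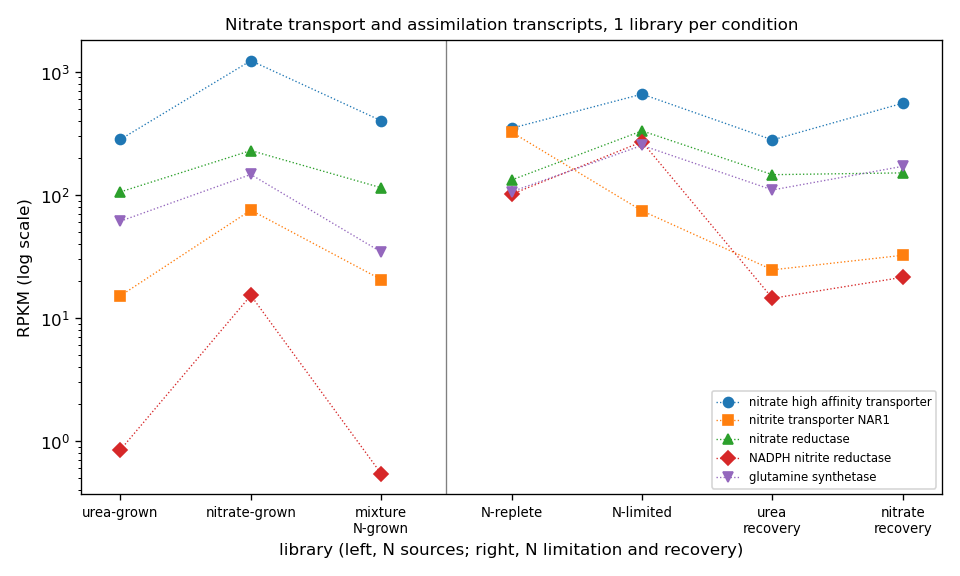
RPKM on a log scale (vertical axis) of transcripts of nitrate transport and assimilation in the 7 libraries (horizontal axis), 1 library per condition, with the N source experiment on the left and N limitation and recovery on the right. Points are single libraries without error bars. NADPH nitrite reductase ran from 0.54 RPKM in mixture N-grown to 270 RPKM in N-limited cells.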

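Ferredoxin-dependent glutamate synthase (ID 38538) had 3928 reads in urea-grown, 2861 in mixture N-grown and 1713 in nitrate-grown cells. Nitrate-grown against urea-grown cells had a log2 ratio of -1.21 (95% interval -1.29 to -1.13).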

Surprisingly, one transcript encoding a putative ferredoxin-dependent glutamate synthase (Fd-GOGAT) was shown to be upregulated in cells that were grown on urea relative to nitrate (Table S4). GOGAT catalyzes the transfer of the amide group from glutamine to 2-oxoglutarate to yield two molecules of glutamate (Fig. 6). One important fate of glutamate and glutamine is the synthesis of aspartate and asparagine. Evidence from higher plants demonstrates that the abundance of the Fd-GOGAT transcript is regulated by light but not by nitrogen sources [29]. However, to date, the regulation of the Fd-GOGAT gene in algae is largely unknown. This study is the first to find an increase in the Fd-GOGAT transcript in *A. anophagefferens* cells that were grown on urea relative to nitrate. In addition, no significant change was observed in the abundance of Fd-GOGAT transcript under nitrogen-limited condition (Table 4). 

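In the second experiment Fd-GOGAT had 2163 reads in N-replete and 3366 in N-limited cells, a log2 ratio of 0.62 (95% interval 0.54 to 0.70), which lies above 0 by more than counting error and below the threshold for a call. It was 2.63-fold lower in nitrate recovery than in N-limited cells.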

The regulation of the gene deserves further study. Interestingly, a NADH-dependent glutamate synthase (NADH-GOGAT) was found to be upregulated under nitrogen limitation (Table 4). 

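NADH-GOGAT (ID 52709) rose from 588 reads in N-replete to 1278 in N-limited cells, a log2 ratio of 1.10 (95% interval 0.96 to 1.25), and had 569 reads in urea recovery and 451 in nitrate recovery cells.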

The data suggest that compared to Fd-GOGAT, NADH-GOGAT may play more important role in assimilation of ammonia released from intracellular nitrogen compounds in *A. anophagefferens* when N provision is limited.

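Formamidase 37987 had 305 reads in urea-grown and 927 in nitrate-grown cells and was 3.02-fold higher on nitrate. Formamidase 60068 had 1 read in urea-grown and 19 in nitrate-grown cells, at least 6.28-fold higher on nitrate (exact Audic-Claverie test, p = 4.3e-05).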

In this study, two transcripts (ID 37987 and 60068) encoding putative formamidases were increased by 3- to 19-fold in cells that were grown on nitrate relative to urea (Table S4). An InterProScan Sequence Search showed that these transcripts contained a conservative domain of carbon-nitrogen hydrolase. Moreover, one transcript encoding a putative formamidase was shown to be upregulated in *A. anophagefferens* cells under N-limited conditions (Table 4). 

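The formamidase of Table 4 (ID 60068) rose from 19 reads in N-replete to 55 reads in N-limited cells, a log2 ratio of 1.52 (95% interval 0.74 to 2.35). Both recovery libraries held 9 reads of it. Formamidase 37987 went the other way under N limitation, from 962 to 579 reads.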

Increased activities of formamidase were detected in the American strain of *A. anophagefferens* under nitrogen depletion [10]. Our data implicate that this Chinese strain can break down small amides, which is consistent with studies for the American strain of *A. anophagefferens* [8]. Therefore, amides in seawaters may serve as N sources for field populations, especially those experiencing nitrogen depletion. It is noteworthy that one transcript encoding a putative cyanate lyase was increased by16-fold in *A. anophagefferens* cells under N-limited condition (Table 4). 

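Cyanate lyase (ID 21408) had 5 reads in N-replete and 63 in N-limited cells and was 12.5-fold higher under N limitation, with a log2 ratio of 3.64 and a 95% interval from 2.34 to 5.31. Each of the recovery libraries held 8 reads.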

A putative cyanase gene has been identified in the American strain of *A. anophagefferens* [8]. The cyanate lyase can hydrolyze cyanate to ammonium and CO2. The upregulation of the transcript for cyanate lyase implicates that cyanate may also serve as a N source for field populations, especially those experiencing N starvation.

### The urea cycle

Interestingly, six genes encoding components of the OUC were found in our dataset including carbamoyl phosphate synthase (CPS), ornithine carbamoyltransferase (OTC), ornithine cyclodeaminase (OCD), argininosuccinate synthase (AsuS), argininosuccinate lyase (ASL), n-acetyl-gamma-glutamyl-phosphate reductase (AggPR). Among them, four transcripts increased in cells that were grown on urea relative to nitrate (Table S4, Fig. 6). 

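The remaining members, ornithine carbamoyltransferase (ID 33293) and ornithine cyclodeaminase (ID 13267), were not called. The first had 222 reads in urea-grown and 163 in nitrate-grown cells, a log2 ratio of -0.46 (95% interval -0.76 to -0.16). The second had 5 and 10 reads, so that a difference was not detectable at this depth (exact Audic-Claverie test, p = 0.31).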

Our results confirmed the presence of the OUC in *A. anophagefferens*. In metazoans, the OUC is involved in the catabolism of amino acids and in the generation of urea for export [30]. In diatoms, the OUC serves as a distribution and repackaging hub for inorganic carbon and nitrogen, suggesting that the diatom OUC is a key pathway for anaplerotic carbon fixation into nitrogenous compounds, which are essential for diatom growth [31]. In this study, the utilization of urea elicited an increase in the levels of transcripts encoding enzymes that are involved in the OUC, which contributes to the rapid repackaging and recycling of carbon and nitrogen from urea and protein catabolism. Compared with nitrate, the anaplerotic carbon fixation and rapid use for nitrogen through the OUC may be essential for the elevated growth of *A. anophagefferens* when given urea as a N source. It has been reported that for the American strain of *A. anophagefferens*, the culture with urea had a higher growth rate than the culture with other nitrogen sources tested [8]. However, in our study, growth of this Chinese strain on urea is not significantly faster than growth on nitrate. It is likely that the relative importance of different nutrient sources is variable, which may depend on availability and other conditions. Light intensity has been shown to be an important condition that regulates utilization of different nutrient sources in *A. anophagefferens* [7]. The influence of organic and inorganic nutrients can change over the course of a brown tide bloom, with varying effects depending on ambient nutrient levels [1]. In addition, the transcripts for the OUC were upregulated under nitrogen limitation and downregulated under nitrogen recovery, similar to the transcripts for nitrogen assimilation pathway (Table 4). 

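Carbamoyl-phosphate synthase rose from 4023 reads in N-replete to 6931 in N-limited cells, a log2 ratio of 0.77 (95% interval 0.71 to 0.82), and fell to 3451 reads in urea recovery and 2067 in nitrate recovery cells. Argininosuccinate synthase had 396, 837, 754 and 485 reads in the same order of libraries. N-acetyl-gamma-glutamyl-phosphate reductase went the other way under N limitation, from 433 to 360 reads, with a log2 ratio of -0.28, and was not called. Ornithine cyclodeaminase had 19 reads in N-replete and 17 in N-limited cells. Argininosuccinate lyase rose from 309 to 474 reads and was called lower only in nitrate recovery cells, with a log2 ratio of -1.02 (95% interval -1.25 to -0.79), as it had 455 reads in urea recovery cells. From higher transcripts under N limitation and lower ones after recovery, the paper reasons that the genes of the OUC are regulated by the nitrogen concentration, and it proposes that they take part in the anabolic metabolism of nitrogen and carbon.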

The result indicated that the OUC-related genes in *A. anophagefferens* were transcriptionally regulated by nitrogen concentration, implying that they may be involved in anabolic metabolism of nitrogen and carbon in cells. In contrast, for *Arabidopsis thaliana* grown on different N sources, no transcriptional regulation by urea was observed for genes involved in the OUC cycle [32]. In total, it is postulated that for *A. anophagefferens,* the OUC cycle may play important roles in occurrence of blooms, especially when dissolved inorganic and organic nitrogen concentrations in seawater are changed.

Interestingly, we identified four transcripts encoding putative ureases that did not change significantly in abundance between cells that were grown on urea and nitrate (Tables S1 and S2). 

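Urease (ID 72133) had 595 reads in urea-grown, 664 in mixture N-grown and 1142 in nitrate-grown cells. Between nitrate-grown and urea-grown cells its log2 ratio was 0.93 (95% interval 0.78 to 1.07, exact Audic-Claverie test, p = 6.5e-39), below the log2 threshold for a call. In the second experiment urease had 3066 reads in N-replete, 4909 in N-limited, 2356 in urea recovery and 4528 in nitrate recovery cells. It was called lower in urea recovery than in N-limited cells, with a log2 ratio of -1.17 (95% interval -1.24 to -1.10), and was not called in nitrate recovery cells. Urease accessory protein UreG (ID 30203) had 57 reads in urea-grown and 70 in nitrate-grown cells (p = 0.31 from the same exact test).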

In the American strain of *A. anophagefferens*, urease activity varied positively with the growth rate, regardless of the N source [33]. Additionally, no significant change was observed in the abundance of the urease transcript in the American strain of *A. anophagefferens* cells under N deficiency (Table 4). Taken together, these results demonstrate that urease genes are constitutively expressed in both Chinese and American strain of *A. anophagefferens*, regardless of N concentration and N substrates. Consistent with its ecogenomic profile, ureases allow *A. anophagefferens* to meet its daily N demand from urea, whereas other phytoplankton do not [33].

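In mixture N-grown against urea-grown cells, the log2 ratio was 0.50 for the nitrate high affinity transporter, 0.44 for NAR1, 0.11 for nitrate reductase and -0.23 for the ammonium transporter. It was -0.55 for carbamoyl-phosphate synthase, -0.25 for argininosuccinate synthase and -0.51 for argininosuccinate lyase, and none of these was called. Carbamoyl-phosphate synthase (exact Audic-Claverie test, p = 4.5e-121) and the nitrate high affinity transporter (p = 4.4e-24 from the same exact test) missed only the log2 threshold. So did argininosuccinate synthase and argininosuccinate lyase. NAR1, nitrate reductase and the ammonium transporter also missed the false discovery rate.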

Notably, in *A. anophagefferens* cells that are grown on mixture N, profiles of the absolute abundance of transcripts for nitrogen compound transport and metabolism, and the OUC were similar to those profiles of the same transcripts in cells that were grown on urea (Fig. 9). In particular, the absolute abundance of the transcript encoding NADPH nitrite reductase in nitrate-grown cells was approximately 18 times higher than that of the same transcript in urea and mixture N-grown cells (Fig. 9), suggesting that some substances in media with mixture N and urea markedly inhibit the expression of NADPH nitrite reductase gene. Moreover, as discussed above, a similar result was also observed in the GS transcript. 

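NADPH nitrite reductase had an RPKM of 0.849 in urea-grown, 0.542 in mixture N-grown and 15.3 in nitrate-grown cells. Nitrate-grown cells were 18.0-fold higher than urea-grown and 28.2-fold higher than mixture N-grown cells, which held 5 reads, and the log2 ratio to mixture N-grown cells was 4.82 (95% interval 3.56 to 6.46, exact Audic-Claverie test, p = 6.3e-36). Between mixture N-grown and urea-grown cells a difference was not detectable at this depth (p = 0.45 from the same exact test). From the abundance on the 3 N sources the paper proposes that NADPH nitrite reductase is inhibited by urea or its metabolic products in cells given mixture N. In N-replete cells of the second experiment, also grown on urea, its RPKM was 101, above that of nitrate-grown cells. Growth on urea thus did not go with a low level in both experiments. From 270 in N-limited cells the RPKM fell to 14.5 after urea and to 21.4 after nitrate. The cause of the difference between the cultures on urea was not tested, so that these values do not decide on the proposal.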

Taken together, the results further support the observation that *A. anophagefferens* primarily feeds on urea instead of nitrate when urea and nitrate co-exist, which was obtained from nutrient changes in medium. This conclusion may be supported by the findings of Berg et al. (1997) that urea uptake constituted 58% to 64% of the total N uptake, whereas NO_3_^−^ uptake contributed between 5 and 8% [4]. Therefore, a possible mechanism is that NADPH nitrite reductase is inhibited by urea or its metabolic products in *A. anophagefferens* that is grown on mixture N.

**Figure 9:**
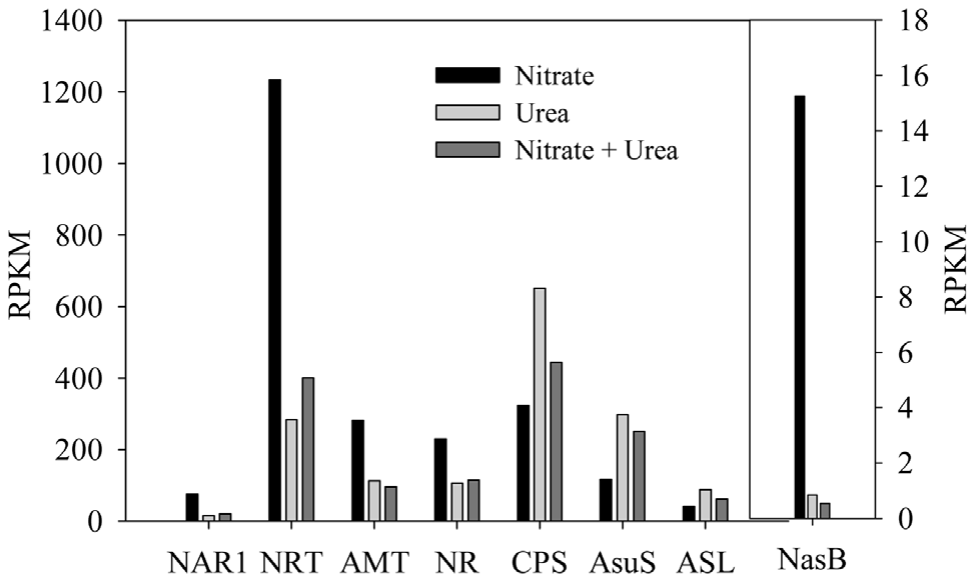
Absolute abundances of transcripts related to N assimilation pathway and the urea cycle. The transcript abundance that was obtained from RNA-seq data is indicated as RPKM (see Methods). The abundance of NasB transcript is shown on the right Y axis, while that of other transcripts is shown on the left Y axis. NAR1, nitrite transporter NAR1; NRT, nitrate high affinity transporter; AMT, ammonium transporter; NasB, NADPH nitrite reductase; NR, nitrate reductase; CPS, CPSase; AsuS, argininosuccinate synthase; ASL, argininosuccinate lyase.

### Amino acid and protein metabolism

Many transcripts encoding enzymes that are involved in amino acid synthesis increased in urea-grown cells relative to nitrate-grown cells (Table S4). For example, transcripts encoding two putative aspartate aminotransferases (ASMT) increased. This result was consistent with the observation in *Arabidopsis thaliana* that ASMT and Asp were increased in roots supplied with urea [32]. 

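Aspartate aminotransferase 36703 had 1785 reads in urea-grown and 893 in nitrate-grown cells, and aspartate aminotransferase 27395 had 412 and 197 reads. Their log2 ratios of nitrate-grown to urea-grown cells were -1.01 (95% interval -1.13 to -0.89) and -1.08 (95% interval -1.33 to -0.83).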

ASMT catalyzes the interconversion of aspartate and alpha-ketoglutarate to oxaloacetate and glutamate. Considering an increase in the GOGAT transcript, the elevated level of the ASMT transcript suggests that glutamate may positively regulate the expression of ASMT and direct the reaction to the synthesis of aspartate and alpha-ketoglutarate. In plants and microorganisms, aspartate is the precursor of several amino acids, including methionine, threonine, isoleucine, and lysine. 

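Methylenetetrahydrofolate reductase (ID 20828) was 3.49-fold and homoserine O-acetyltransferase (ID 35877) 2.54-fold higher in urea-grown than in nitrate-grown cells. Adenosylhomocysteinase (ID 69644), with 5555 reads in urea-grown and 1251 in nitrate-grown cells, was 4.48-fold higher. In mixture N-grown cells methylenetetrahydrofolate reductase had 36 reads against 104 in urea-grown cells and was called lower (exact Audic-Claverie test, p = 1.0e-08).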

In this study, three transcripts encoding enzymes that are involved in methionine metabolism and three transcripts encoding enzymes that are involved in S-adenosylmethionine (AdoMet) biosynthesis/recycling were shown to be increased in urea-grown cells. The methionine synthase transcript increased 3-fold in urea-grown cells compared with nitrate-grown cells. 

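Methionine synthase (ID 15101) had 1122 reads in urea-grown, 624 in mixture N-grown and 378 in nitrate-grown cells, and its log2 ratio of nitrate-grown to urea-grown cells was -1.58 (95% interval -1.75 to -1.41).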

Methionine synthase not only catalyzes the last reaction in *de novo* methionine synthesis but also serves to regenerate the methyl group of AdoMet after methylation reactions [34]. In addition, two transcripts of methionine S-adenosyl transferase that catalyze the conversion of methionine to S-methyl-methionine also showed 3.9- to 4.7-fold upregulation in urea-grown cells (Table S4). 

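Methionine S-adenosyl transferase 55209 had 2269 reads in urea-grown and 486 in nitrate-grown cells, a 4.71-fold difference. Methionine S-adenosyl transferase 68630 had 693 and 181 reads, a 3.86-fold difference.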

Obviously, these results demonstrated that the synthesis of methionine and the activity of transmethylation were accelerated in urea-grown cells relative to nitrate-grown cells. Furthermore, one transcript encoding a putative ATP-sulfurylase, which is involved in sulfate assimilation, increased by 3.6-fold in urea-grown cells, which presumably indirectly supported the elevated synthesis of methionine and AdoMet. 

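ATP-sulfurylase (ID 71195) had 3638 reads in urea-grown and 1032 in nitrate-grown cells and was 3.55-fold higher on urea, with a log2 ratio of nitrate-grown to urea-grown cells of -1.83 (95% interval -1.93 to -1.73).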

In plants, methionine occupies a central position in cellular metabolism, in which the processes of proteins, methyl-group transfers through AdoMet, and polyamines are interlocked [34]. We also identified two transcripts encoding spermine synthase and spermidine synthase that increased by 3.4- and 4.7-fold in urea-grown cells relative to nitrate-grown cells, respectively (Table S4). 

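Spermine synthase had 140 reads in urea-grown and 43 in nitrate-grown cells and was 3.28-fold higher on urea. Spermidine synthase had 57 and 12 reads and was 4.79-fold higher (exact Audic-Claverie test, p = 1.9e-08). In mixture N-grown cells spermidine synthase had 17 reads and was called lower than in urea-grown cells.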

Spermine and spermidine are formed from AdoMet and the major polyamines in plants. Spermine and spermidine are involved in various processes, such as cell proliferation, growth, morphogenesis, differentiation, and programmed cell death [35]. Based on these results, it is likely that higher levels of AdoMet, spermine and spermidine promote the rapid growth of *A. anophagefferens* cells that are grown on urea.

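Among the enzymes of aromatic amino acid synthesis, 3-phosphoshikimate 1-carboxyvinyltransferase (ID 19755) was 2.99-fold, chorismate mutase (ID 3833) 2.07-fold and dehydroquinate synthase (ID 70436) 2.04-fold higher in urea-grown than in nitrate-grown cells. Dehydroquinate synthase had a log2 ratio of nitrate-grown to urea-grown cells of -1.03 (95% interval -1.38 to -0.68).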

Notably, three transcripts encoding enzymes that are involved in the synthesis of tryptophan, tyrosine, and phenylalanine through the shikimate pathway (Table S4, Fig. 7) and one transcript encoding tryptophan synthase increased in urea-grown cells relative to nitrate-grown cells (Table S4). In plants, these aromatic amino acids are not only essential components of protein synthesis but also serve as precursors for a wide range of secondary metabolites that are important for plant growth [36], [37]. It has been shown that the exposure of plants to various stresses generally induces the expression of genes that encode the shikimate pathway [37]. Therefore, in this study, the upregulation of transcripts that encode the shikimate pathway in urea-grown cells suggests that the utilization of organic N may boost the defensive ability of *A. anophagefferens* to abiotic and biotic stresses, such as predation of microbes and/or protistan grazers, and contribute to its rapid proliferation and blooms.

Surprisingly, many transcripts encoding ribosomal proteins and translation factors increased in urea-grown cells relative to nitrate-grown cells (Table S4). Meanwhile, genes involved in protein synthesis were the most abundant in the specific genes transcriptionally regulated by urea (Table 3). The results suggest that the sufficient provision of N in urea-grown cells elevated the capability of protein biosynthesis in these cells, which is consistent with an increase in amino acid biosynthesis and in transmethylation. The eukaryotic ribosome is not only responsible for protein synthesis but also plays a major role in controlling cell growth, division, and development [38]. Additionally, a positive correlation was observed between the level of ribosomal protein transcript accumulation and cell division in suspension culture cells [39]. In this study, although it is not clear which signal regulates the expression of ribosomal protein genes, the elevated level of 27 ribosomal protein transcripts may assist in accelerating the division and growth of *A. anophagefferens* cells.

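In the part of Table S4 used here, 26 transcripts had ribosomal protein in their annotation. Their log2 ratios of nitrate-grown to urea-grown cells ran from -1.23 to -1.00, with a median of -1.06, and the listing of called genes sets the upper end. Against mixture N-grown cells, 17 of the 26 were called lower in nitrate-grown cells.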

Together, the expression difference of the genes for ribosomal proteins and synthesis of amino acids between urea-grown and nitrate-grown cells may be extended to the field of brown tides. It is hypothesized that the elevated expression levels of these genes may provide *A. anophagefferens* with a greater capacity to exploit organic nitrogenous compounds compared with other phytoplankton when inorganic nitrogen levels are low but organic nitrogen levels are elevated.

### Photosynthesis and carbon metabolism

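In the supplementary tables used here, which hold Table S1 up to its first 1997 rows, 56 gene models were annotated as plastid light harvesting proteins. All 56 had reads in the urea, nitrate and mixture N libraries, which follows in part from their selection, because these tables list gene models with reads. They took 3.97% of the unique reads in urea-grown, 4.64% in nitrate-grown and 4.68% in mixture N-grown cells.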

In total, 57 transcripts that encode a putative plastid light harvesting protein were identified in *A. anophagefferens* (Table S1–S3). The genome of *A. anophagefferens* contains 62 genes that encode light-harvesting complex proteins (LHC), which is 1.5–3 times more than other eukaryotic phytoplankton that have been sequenced thus far [9]. LHC proteins bind antenna chlorophyll and carotenoid pigments, which increase the light-capturing capacity of photosynthetic reaction centers. In *Emiliania huxleyi*, LHC genes have been shown to increase under low light [40]. Our data demonstrated that 92% of these genes are useful and can be expressed at 100 µmol photon m^−2^ s^−1^ light, which confers a competitive advantage in absorbing light under low-irradiance conditions. In addition, of these 57 transcripts that encode LHC proteins, six transcripts were found to be upregulated in urea-grown cells relative to nitrate-grown cells and one displayed downregulation (Table S4), suggesting that different N sources may regulate different LHC genes. 

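Of the light harvesting gene models, 6 were called lower and 1 higher in nitrate-grown than in urea-grown cells. The 1 called higher, gene model 35021, had 829 reads in urea-grown and 2005 in nitrate-grown cells. Regardless of a call, 45 of the 56 had a higher and 11 a lower RPKM in nitrate-grown cells, and with TMM scaling factors 40 were higher and 16 lower.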

In combination with the profiles of Fv/Fm for *A. anophagefferens* that was grown on the three N sources (Fig. 2), these data demonstrated that changes in the abundance of a few LHC transcripts may not affect the ability of photosystems to capture light, suggesting that photosynthetic efficiency is independent of N sources when N provision is sufficient. This observation is consistent with the finding of Pustizzi et al. [7] that most of photosynthetic parameters were affected more by light intensity than by nitrogen source.

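Ferredoxin-NADP reductase 52453 had 11 reads in urea-grown and 70 in nitrate-grown cells, a log2 ratio of 2.66 (95% interval 1.73 to 3.73, exact Audic-Claverie test, p = 1.5e-11). Ferredoxin-NADP reductase 31888 had 649 and 326 reads, and its log2 ratio of -1.00 had a 95% interval from -1.20 to -0.81. Ferredoxin-NADP reductase 23206 had a log2 ratio of -1.15.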

Interestingly, transcripts encoding two putative FNR (ID 23206 and 31888) increased in urea-grown cells, whereas transcript for another putative FNR (ID 52453) was markedly upregulated in nitrate-grown cells (Table S4). In the chloroplast, FNR catalyzes the interconversion between reduced ferredoxin and oxidized ferredoxin. When cells grow on nitrate, reduced ferredoxin is required for nitrite reductase (NiR) [41]. Thus, it is deduced that the gene encoding FNR (ID 52453) is induced by nitrate and works in reverse to provide reduced ferredoxin with nitrate reduction. Based on rapid light curves on day 10, ETRmax and ETE of cells grown on urea were higher than those values of cells that were grown on other N sources. The genes encoding FNRs (ID 23206 and 31888) may be the main contributors to the transfer of electron from reduced ferredoxin to NADPH during photosynthesis. It is deduced that *A. anophagefferens* cells that were grown on urea were more efficient at maintaining the expression level of genes encoding FNRs (ID 23206 and 31888) in the late phase of growth, whereas cells that were grown on nitrate were not. This observation may be due to the competition for electrons between NADP^+^ photoreduction and ferredoxin-dependent N assimilation in cells that were grown on nitrate.

Transcripts encoding key proteins of starch synthesis increased in urea-grown cells, whereas transcripts encoding key proteins of the TCA cycle increased in nitrate-grown cells (Fig. 7). 

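Phosphoglucomutase (ID 25705) was 2.88-fold and UDP-glucose-pyrophosphorylase (ID 25732) 3.13-fold higher in urea-grown than in nitrate-grown cells. Oxoglutarate dehydrogenase (ID 37323) was 3.35-fold, succinyl-CoA ligase (ID 28269) 3.17-fold, malate dehydrogenase (ID 60302) 2.60-fold and aconitase (ID 63510) 2.24-fold higher in nitrate-grown cells. Isocitrate dehydrogenase had 1318 reads in urea-grown and 1663 in nitrate-grown cells and was not called. In N-replete cells of the second experiment, also grown on urea, these transcripts were above nitrate-grown cells. The RPKM of oxoglutarate dehydrogenase was 5.66 in urea-grown, 19.0 in nitrate-grown and 158 in N-replete cells. For malate dehydrogenase it was 7.32, 19.1 and 329. The cultures on urea thus differed by more than the N sources did, and the cause was not tested.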

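Phosphofructokinase (ID 72648) had 80 reads in urea-grown and 173 in nitrate-grown cells and was 2.15-fold higher on nitrate (exact Audic-Claverie test, p = 7.2e-09). Pyruvate kinase 24359 had 981 and 331 reads and was 2.99-fold higher on urea. Pyruvate kinase 10683 had 55 and 17 reads and was 3.26-fold higher on urea.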

For glycolysis, one transcript encoding a putative phosphofructokinase, which is involved in a key regulatory step in the glycolytic pathway, increased by 2.2-fold in nitrate-grown cells, whereas two transcripts encoding putative pyruvate kinase increased by 3.0- to 3.2-fold in urea-grown cells. These enzymes are specific to glycolysis. In addition, other transcripts encoding glucose-6-phosphate isomerase, enolase, triose-phosphate isomerase and pyruvate carboxylase, which are involved in glycolysis and gluconeogenesis, were upregulated in urea-grown or nitrate-grown cells. These results may suggest that glycolytic activity changes little in cells that are grown on different nitrogen sources. However, relative to urea-grown cells, the activity of the TCA cycle was elevated in nitrate-grown cells. 

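Glucose-6-phosphate isomerase (ID 69676) was 2.46-fold and the triose-phosphate isomerases 58885 and 72255 were 2.47-fold and 2.03-fold higher in urea-grown cells. Pyruvate carboxylase (ID 65502) was 2.16-fold higher in nitrate-grown cells. Of the phosphoglycerate mutases, 34294 was 2.58-fold higher in urea-grown and 52981 was 3.47-fold higher in nitrate-grown cells.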

The TCA cycle is not only a source of energy and reducing equivalents but also provides carbon skeletons for nitrogen assimilation and for the biosynthesis of compounds. Along with an increase in starch synthesis in urea-grown cells, this result suggests that more carbon from the Calvin cycle may be channeled into the TCA cycle in nitrate-grown cells relative to urea-grown cells. In contrast, more carbon from the Calvin cycle may accumulate as starch in urea-grown cells relative to nitrate-grown cells. This difference may be due to the elevated activity of the OUC in urea-grown cells. In diatoms, correlation analyses of metabolites of the TCA cycle and OUC indicated that the OUC derivatives urea and proline are tightly coupled to TCA cycle intermediates, which suggests that there are important connections between the OUC, the glutamine/glutamate cycle and the TCA cycle in diatoms [31]. In this study, the differential expression of genes for the OUC, the TCA cycle, and the glutamine/glutamate cycle suggested that, similar to animal cells [42], the OUC may be linked to the TCA cycle through the aspartate-argininosuccinate shunt (Fig. 6) in *A. anophagefferens* cells. Different patterns of transcripts for the OUC and TCA cycle in *A. anophagefferens* cells under N-limited and recovery conditions may also support the conclusion. Perhaps, the anaplerotic carbon-fixation for urea-C through the OUC attenuates the activity of the TCA cycle and leads to the accumulation of starch. This turnover and reallocation of intracellular carbon and nitrogen into key cellular components, such as protein, AdoMet, spermine and aromatic amino acids, may increase competitiveness of *A. anophagefferens* relative to other phytoplankton when concentrations of dissolved organic nitrogen are elevated in the anthropogenically coastal waters.

### Signal transduction

Transcripts encoding many putative signal proteins, such as (p)ppGpp synthetase I, G protein, protein kinases, RNA-binding region RNP-1, Nog1 nucleolar GTPase, proteins containing the WD 40 domain, phospholipase D, and RAB family GTPase were shown to be upregulated in urea-grown or nitrate-grown cells (Table S4). These genes may synergistically mediate elaborate cell signaling and density sensing in blooms, which is important for detecting an ambient environment. 

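(p)ppGpp synthetase I (ID 6481) was 2.07-fold, the G protein beta-like transcript (ID 37768) 2.15-fold, RNA-binding region RNP-1 (ID 9434) 2.25-fold and Nog1 nucleolar GTPase (ID 22083) 2.32-fold higher in urea-grown cells. Protein kinase 24785 was 3.95-fold higher in urea-grown cells. Phospholipase D (ID 59940), Rab5 (ID 55091) and the WD 40 proteins 67101 and 60561 were higher in nitrate-grown cells, by 2.09-fold, 2.82-fold, 3.21-fold and 2.00-fold.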

Based on these data, it is difficult to distinguish the significance of the differential expression of genes that are involved in signal transduction, which are regulated by urea or nitrate. However, as has been reported, the *A. anophagefferens* genome encodes many more proteins that are involved in cell signaling transduction than other phytoplankton [9]. Our study demonstrated the expression of these genes and suggested that these genes may play important roles in the formation of blooms.

Notably, five transcripts encoding enzymes that regulate the biosynthesis of sterols increased in urea-grown cells relative to nitrate-grown cells (Table S4). 

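The 5 transcripts were sterol methyltransferases 59110 and 52760, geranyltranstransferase (ID 59216) and isopentenyl-diphosphate isomerases 2849 and 27565. Sterol methyltransferase 59110 was 3.62-fold and 27565 was 2.28-fold higher in urea-grown than in nitrate-grown cells. All 5 were also higher in urea-grown than in mixture N-grown cells, and 27565 was called there (exact Audic-Claverie test, p = 8.9e-08).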

In higher plants, sterols are precursors of steroid hormones. It is reported that, in *Arabidopsis*, sitosterol, stigmasterol, and some abnormal sterols upregulate the characteristic cell expansion and proliferation of genes [43]. Sterols themselves may act as signaling molecules in plants in a manner that is analogous to the action of cholesterol in mammalian systems [44]. In this study, an increase in transcript for the biosynthesis of sterols may provide cells with sufficient sterols and steroid hormones, which may promote cell expansion and proliferation. 

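The pescadillo-like transcript (ID 4268) had 91 reads in urea-grown, 67 in mixture N-grown and 28 in nitrate-grown cells. The log2 ratio of nitrate-grown to urea-grown cells was -1.71 (95% interval -2.38 to -1.09, exact Audic-Claverie test, p = 2.9e-09).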

Interestingly, one transcript encoding a putative pescadillo-like protein was shown to increase 3.3-fold in urea-grown cells relative to nitrate-grown cells (Table S4). In yeast, pescadillo plays a crucial role in cell proliferation and in the cell cycle [45]. Therefore, in *A. anophagefferens*, the putative pescadillo-like protein may be a key regulatory protein that affects cell proliferation and cell cycle progression.

### Comparisons between the Chinese and American strains

This Chinese strain we isolated has been reported to have 99.7–100% similarity to *A. anophagefferens* Hargraves et Sieburth, the causative species of brown tides on the east coast of USA based on the 18S rDNA [2]. In addition, characteristic pigment, 19′-butanoyloxyfucoxanthin in the American strain has also been detected in the Chinese strain of *A. anophagefferens* [46]. For *A. anophagefferens* grown on urea, nitrate, and the mixture of urea and nitrate, some physiological features of the Chinese strain including the growth rate and Fv/Fm were similar to non-axenic cultures of the American strain [7]. However, the maximum growth rate of the Chinese strain was lower than that of the American strain [7].

Our RNA-seq data showed that 83.9–84.7% of the clean reads from the Chinese strain mapped to at least one location in genome of the American strain of *A. anophagefferens* for each sample. Many genes encoding proteins that were involved in nitrogen acquisition and assimilation in the Chinese strain exhibited similar responses with the American strain to nitrate, urea and nitrogen depletion. These data further indicate that the Chinese strain has genetically high similarity to the American strain of *A. anophagefferens.* In addition, we performed a systems-level analysis of the expression differences of genes regulated by urea or nitrate in the Chinese strain. Changes of some important metabolic pathways including the OUC, TCA cycle, and amino acid synthesis were highlighted. To date, these systemic analyses are not reported in the American strain.

We also noted that the reference transcript we used is not pure transcriptome of *A. anophagefferens*, but a dataset that includes complete gene models predicted from *A. anophagefferens* genome and from available EST and cDNA data. However, only 47.4 to 50.9% of the reads mapped to the gene models in the dataset for each sample. For these reads that did not map to any gene models in the reference transcript, but mapped to the genome sequence, one possible explanation is that they may be associated with exon-3′ UTR and exon-5′ UTR sequences, intergenic locations and intronic regions. As for the reads that did not map to any location in the genome of the American strain of *A. anophagefferens*, this may be due to the gene differences between the Chinese and American strains or errors in gene predictions.

## Conclusions

In this study, similar levels of transcripts for nitrate transport and assimilation were detected in mixture N-grown cells and urea-grown cells. Together with changes in nutrient concentrations in media, these results may suggest that *A. anophagefferens* primarily feeds on urea instead of nitrate when urea and nitrate co-exist. A possible mechanism is that NADPH nitrite reductase is inhibited by urea or its metabolic products in urea-grown cells. Transcripts for the OUC, and synthesis of glutamate and aspartate were upregulated by urea, whereas transcripts for the TCA cycle were negatively regulated by urea treatment, suggesting that in *A. anophagefferens* cells, the OUC may be linked to the TCA cycle through the aspartate-argininosuccinate shunt. This speculation was further supported by pattern of transcripts for the OUC and TCA cycles in response to N-limitation and recovery. Transcripts for the biosynthesis of sterols and pescadillo were markedly upregulated in urea-grown cells, presumably regulating the rapid proliferation of *A. anophagefferens* cells and blooms. This study is the first to determine potential roles of the OUC in the reallocation of intracellular carbon and nitrogen in *A. anophagefferens* cells. Our results may provide a partial explanation for blooms of *A. anophagefferens* in estuaries with elevated levels of organic matter.

## Acknowledgments

We thank BGI-tech (Shenzhen) for sequencing and Y. Zhang for bioinformatic analysis.

## Supporting Information

Table S1 The information of genes identified in *A. anophagefferens* grown on urea using RNA-seq technology.
(XLS) Click here for additional data file.

Table S2 The information of genes identified in *A. anophagefferens* grown on nitrate using RNA-seq technology.
(XLS) Click here for additional data file.

Table S3 The information of genes identified in *A. anophagefferens* grown on mixture N using RNA-seq technology.
(XLS) Click here for additional data file.

Table S4 Information of differentially expressed genes in *A. anophagefferens* cells identified when nitrate-grown cells were compared to urea-grown cells.
(XLS) Click here for additional data file.

Table S5 Information of differentially expressed genes in *A. anophagefferens* cells identified when nitrate-grown cells were compared to mixture N-grown cells.
(XLS) Click here for additional data file.

Table S6 Information of differentially expressed genes in *A. anophagefferens* cells identified when mixture N-grown cells were compared to urea-grown cells.
(XLS) Click here for additional data file.

Table S7 Information of differentially expressed genes in *A. anophagefferens* cells identified when N-depleted cells were compared to N-replete cells.
(XLS) Click here for additional data file.

Table S8 Information of differentially expressed genes in *A. anophagefferens* cells identified when urea-recovery cells were compared to N-depleted cells.
(XLS) Click here for additional data file.

Table S9 Information of differentially expressed genes in *A. anophagefferens* cells identified when nitrate-recovery cells were compared to N-depleted cells.
(XLS) Click here for additional data file.

Table S10 Information of common differentially expressed genes in *A. anophagefferens* cells identified when nitrate-grown cells were compared to mixture N-grown and urea-grown cells, respectively.
(XLS) Click here for additional data file.

## References

[1] GoblerCJ, LonsdaleDJ, BoyerGL (2005) A review of the causes, effects, and potential management of harmful brown tide blooms caused by *Aureococcus anophagefferens* (Hargraves et sieburth). Estuaries 28: 726–749.

[2] ZhangQC, QiuLM, YuRC, KongFZ, WangYF, et al (2012) Emergence of brown tides caused by *Aureococcus anophagefferens* Hargraves et Sieburth in China. Harmful Algae 19: 117–124.

[3] AndersonDM, BurkholderJM, CochlanWP, GlibertPM, GoblerCJ, et al (2008) Harmful algal blooms and eutrophication: Examining linkages from selected coastal regions of the United States. Harmful Algae 8: 39–53.1995636310.1016/j.hal.2008.08.017PMC2677713

[4] BergGM, GlibertPM, LomasMW, BurfordMA (1997) Organic nitrogen uptake and growth by the chrysophyte *Aureococcus anophagefferens* during a brown tide event. Mar Biol 129: 377–387.

[5] MulhollandMR, GoblerCJ, LeeC (2002) Peptide hydrolysis, amino acid oxidation, and nitrogen uptake in communities seasonally dominated by *Aureococcus anophagefferens* . Limnol Oceanogr 47: 1094–1108.

[6] LomasMW, GlibertPM, CloughertyDA, HuberDR, JonesJ, et al (2001) Elevated organic nutrient ratios associated with brown tide algal blooms of *Aureococcus anophagefferens* (Pelagophyceae). J Plankton Res 23: 1339–1344.

[7] PustizziF, MacIntyreH, WarnerME, HutchinsDA (2004) Interaction of nitrogen source and light intensity on the growth and photosynthesis of the brown tide alga *Aureococcus anophagefferens* . Harmful Algae 3: 343–360.

[8] BergGM, ShragerJ, GlöcknerG, ArrigoKR, GrossmanAR (2008) understanding nitrogen limitation in *Aureococcus anophagefferens* (Pelagophyceae) through cDNA and qRT-PCR analysis. J Phycol 44: 1235–1249.2704172010.1111/j.1529-8817.2008.00571.x

[9] GoblerCJ, BerryDL, DyhrmanST, WilhelmSW, SalamovA, et al (2011) Niche of harmful alga *Aureococcus anophagefferens* revealed through ecogenomics. P Nat Acad Sci 108: 4352–4357.10.1073/pnas.1016106108PMC306023321368207

[10] GoblerCJ, BerryDL, DyhrmanST, WilhelmSW, SalamovA, et al (2011) Niche of harmful alga *Aureococcus anophagefferens* revealed through ecogenomics. P Nat Acad Sci USA 108: 4352–4357.10.1073/pnas.1016106108PMC306023321368207

[11] WurchLL, HaleyST, OrchardED, GoblerCJ, DyhrmanST (2011) Nutrient-regulated transcriptional responses in the brown tide-forming alga *Aureococcus anophagefferens* . Environ Microbiol 13: 468–481.2088033210.1111/j.1462-2920.2010.02351.xPMC3282463

[12] WangZ, GersteinM, SnyderM (2009) RNA-Seq: a revolutionary tool for transcriptomics. Nat Rev Genet 10: 57–63.1901566010.1038/nrg2484PMC2949280

[13] Gonzalez-BallesterD, CaseroD, CokusS, PellegriniM, MerchantSS, et al (2010) RNA-Seq Analysis of Sulfur-Deprived Chlamydomonas Cells Reveals Aspects of Acclimation Critical for Cell Survival. Plant Cell 22: 2058–2084.2058777210.1105/tpc.109.071167PMC2910963

[14] GoldmanJC, McCarthyJJ (1978) Steady state growth and ammonium uptake of a fast-growing marine diatom. Limnol Oceanogr 23: 695–703.

[15] WebbW, NewtonM, StarrD (1974) Carbon dioxide exchange of Alnus rubra. Oecologia 17: 281–291.2830894310.1007/BF00345747

[16] RahmatullahM, BoydeTRC (1980) Improvements in the determination of urea using diacetyl monoxime; methods with and without deproteinisation. Clinica Chimica Acta 107: 3–9.10.1016/0009-8981(80)90407-67428175

[17] AndersonL (1979) Simultaneous spectrophotometric determination of nitrite and nitrate by flow injection analysis. Anal Chim Acta 110: 123–128.

[18] LiR, YuC, LiY, LamTW, YiuSM, et al (2009) SOAP2: an improved ultrafast tool for short read alignment. Bioinformatics 25: 1966–1967.1949793310.1093/bioinformatics/btp336

[19] MorrissyAS, MorinRD, DelaneyA, ZengT, McDonaldH, et al (2009) Next-generation tag sequencing for cancer gene expression profiling. Genome Res 19: 1825–1835.1954191010.1101/gr.094482.109PMC2765282

[20] ChenS, YangP, JiangF, WeiY, MaZ, et al (2010) *De Novo* Analysis of Transcriptome Dynamics in the Migratory Locust during the Development of Phase Traits. PloS one 5: e15633.2120989410.1371/journal.pone.0015633PMC3012706

[21] AudicS, ClaverieJM (1997) The significance of digital gene expression profiles. Genome Res 7: 986–995.933136910.1101/gr.7.10.986

[22] SongB, WardBB (2007) Molecular cloning and characterization of high-affinity nitrate transporters in marine phytoplankton. J Phycol 43: 542–552.

[23] CrawfordNM (1995) Nitrate: nutrient and signal for plant growth. Plant Cell 7: 859–868.764052410.1105/tpc.7.7.859PMC160877

[24] RexachJ, FernandezE, GalvanA (2000) The *Chlamydomonas reinhardtii* Nar1 Gene Encodes a Chloroplast Membrane Protein Involved in Nitrite Transport. Plant Cell 12: 1441–1453.1094826110.1105/tpc.12.8.1441PMC149114

[25] BergGM, RepetaDJ, LarocheJ (2002) Dissolved Organic Nitrogen Hydrolysis Rates in Axenic Cultures of *Aureococcus anophagefferens* (Pelagophyceae): Comparison with Heterotrophic Bacteria. Appl environ microb 68: 401–404.10.1128/AEM.68.1.401-404.2002PMC12657511772651

[26] FernandezE, GalvanA (2008) Nitrate Assimilation in Chlamydomonas. Eukaryotic Cell 7: 555–559.1831035210.1128/EC.00431-07PMC2292633

[27] ArmbrustEV, BergesJA, BowlerC, GreenBR, MartinezD, et al (2004) The Genome of the Diatom *Thalassiosira Pseudonana*: Ecology, Evolution, and Metabolism. Science 306: 79–86.1545938210.1126/science.1101156

[28] TakabayashiM, WilkersonFP, RobertsonD (2005) response of glutamine synthetase gene transcription and enzyme to external nitrogen sources in the diatom *Skeletonema Costatum* (Bacillariophyceae). J Phycol 41: 84–94.

[29] CoschiganoKT, Melo-OliveiraR, LimJ, CoruzziGM (1998) Arabidopsis gls Mutants and Distinct Fd-GOGAT Genes: Implications for Photorespiration and Primary Nitrogen Assimilation. Plant Cell 10: 741–752.959663310.1105/tpc.10.5.741PMC144371

[30] LeeB, YuH, JahoorF, O'BrienW, BeaudetAL, et al (2000) In vivo urea cycle flux distinguishes and correlates with phenotypic severity in disorders of the urea cycle. P Nat Acad of Sci 97: 8021–8026.10.1073/pnas.140082197PMC1666310869432

[31] AllenAE, DupontCL, ObornikM, HorakA, Nunes-NesiA, et al (2011) Evolution and metabolic significance of the urea cycle in photosynthetic diatoms. Nature 473: 203–207.2156256010.1038/nature10074

[32] MerigoutP, LelandaisM, BittonF, RenouJ-P, BriandX, et al (2008) Physiological and transcriptomic aspects of urea uptake and assimilation in Arabidopsis Plants. Plant Physiology 147: 1225–1238.1850895810.1104/pp.108.119339PMC2442537

[33] FanC, GlibertPM, AlexanderJ, LomasMW (2003) Characterization of urease activity in three marine phytoplankton species, *Aureococcus anophagefferens*, Prorocentrum minimum, and Thalassiosira weissflogii. Mar Biol 142: 949–958.

[34] RavanelS, GakiereB, JobD, DouceR (1998) The specific features of methionine biosynthesis and metabolism in plants. P Nat Acad Sci USA 95: 7805–7812.10.1073/pnas.95.13.7805PMC227649636232

[35] KumarA, TaylorM, AltabellaT, TiburcioAF (1997) Recent advances in polyamine research. Trends Plant Sci 2: 124–130.

[36] DixonRA (2001) Natural products and plant disease resistance. Nature 411: 843–847.1145906710.1038/35081178

[37] TzinV, GaliliG (2010) new insights into the shikimate and aromatic amino acids biosynthesis pathways in plants. Molecular Plant 3: 956–972.2081777410.1093/mp/ssq048

[38] ItoT, KimG-T, ShinozakiK (2000) Disruption of an Arabidopsis cytoplasmic ribosomal protein S13-homologous gene by transposon-mediated mutagenesis causes aberrant growth and development. Plant J 22: 257–264.1084934310.1046/j.1365-313x.2000.00728.x

[39] GaoJ, KimS-R, ChungY-Y, LeeJ, AnG (1994) Developmental and environmental regulation of two ribosomal protein genes in tobacco. Plant Mol Biol 25: 761–770.807539410.1007/BF00028872

[40] LefebvreSC, HarrisG, WebsterR, LeonardosN, GeiderRJ, et al Characterization and expression analysis of the Lhcf gene family in *Emiliania Huxleyi* (Haptophyta) reveals differential responses to light and CO_2_ . J Phycol 46: 123–134.

[41] BrunswickP, CresswellCF (1988) Nitrite uptake into intact pea chloroplasts: I. kinetics and relationship with nitrite assimilation. Plant Physiol 86: 378–383.1666591610.1104/pp.86.2.378PMC1054492

[42] MorrisSM (2002) Regulation of enzymes of the urea cycle and arginine metabolism. Annu Rev Nutr 22: 87–105.1205533910.1146/annurev.nutr.22.110801.140547

[43] HeJ-X, FujiokaS, LiT-C, KangSG, SetoH, et al (2003) Sterols regulate development and gene expression in Arabidopsis. Plant Physiol 131: 1258–1269.1264467610.1104/pp.014605PMC166886

[44] CarlandF, FujiokaS, NelsonT (2010) The sterol methyltransferases SMT1, SMT2, and SMT3 influence Arabidopsis development through nonbrassinosteroid products. Plant Physiol 153: 741–756.2042145610.1104/pp.109.152587PMC2879779

[45] KinoshitaY, JarellAD, FlamanJM, FoltzG, SchusterJ, et al (2001) Pescadillo, a novel cell cycle regulatory protein abnormally expressed in malignant cells. J Biol Chem 276: 6656–6665.1107189410.1074/jbc.M008536200

[46] KongF, YuR, ZhangQ, YanT, ZhouM (2012) Pigment characterization for the 2011 bloom in Qinhuangdao implicated “brown tide” events in China. Chin J Oceanol Limn 30: 361–370.

How the deposited data were processed for this re-analysis (not part of the article)

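RNA-seq libraries of *A. anophagefferens* from 7 conditions in 2 experiments were used, 1 library per condition. The first experiment held urea-grown, nitrate-grown and mixture N-grown cells. The second held N-replete, N-limited, urea recovery and nitrate recovery cells. The sample labels place the harvest of N-replete and N-limited cells at the onset of stationary phase. The paper places it days into that phase, and its description was used. The paper describes triplicate cultures, and its text does not say whether these were pooled for sequencing.

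The authors removed low-quality reads, aligned the rest to the JGI Auran1 reference transcripts with SOAP2, and deposited a count of the reads that mapped to a single position for each gene model. The deposited RPKM is this count scaled to the length of the gene model and to the unique reads of the library. The authors also gave the percent of each gene model covered by unique reads. Gene models without a unique read are not listed in a library and were given a count of 0. Over all libraries, 10574 gene models had at least 1 read. The unique reads per library ran from 2708821 to 2959722, and 3 reads corresponded to between 1.01 and 1.11 RPM. Intervals and limits cover counting error only.

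For each of 8 comparisons the counts of 2 libraries were tested with the exact Audic-Claverie test (2-sided, with the observed count in both tails). P-values were adjusted by the Benjamini-Hochberg method over the gene models with a read in either library. A gene model was called at a false discovery rate of at most 0.001 and an absolute log2 ratio of RPKM of at least 1. An RPKM of 0 was set to 0.01. Of these comparisons, the paper does not make urea-grown against N-replete, and on nitrate recovery against urea recovery it states only that the expression pattern of the Table 4 transcripts did not differ. With 1 library per condition, edgeR's quasi-likelihood test could not be used, and each test compares the libraries, not the conditions. The 95% intervals of the ratios were converted from Clopper-Pearson intervals.

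The rule for naming gene models in the text had several parts. It covered those the paper names in its text, Table 4 or Figures 6, 7 and 9. It also covered members of groups that the paper mentions or counts without naming each one. Among these are 20828, 35877, 69644, 58666, 59216 and 72537. For each comparison, it took the 2 with the highest and the 2 with the lowest log2 ratio. These were chosen among gene models called with more than 3 reads in both libraries. Function groups that the paper only counts are given as a number and a range, some with single members named. Outside this rule, gene models 52055, 58864, 18130, 22183 and 30031 at the ends of such ranges, 63408 between nitrate reductase and NADPH nitrite reductase, and the neighbours 36925 and 36932 were chosen after their values were seen. The rule gave 102 gene models. Their names were taken from the paper and its supplementary tables. Of the 10574 gene models, 10365 matched a locus tag of the NCBI RefSeq assembly of strain CCMP1984 (v 1.0), which was used only for the order of neighbouring genes, with the limits of scaffolds inferred from the order of the list.

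The alternatives tried were Fisher's exact test, the Benjamini-Yekutieli adjustment, the total clean reads of Table 2 as library totals, TMM scaling factors, a filter of at least 10 reads in one library, 1 read added to every gene model before the ratio, an unadjusted P below 0.05, edgeR's exact test at an assumed biological coefficient of variation of 0.2 or at the common dispersion between the urea-grown and N-replete libraries (0.327, a coefficient of variation of 0.571), and gene models with identical counts counted once. A form of the Audic-Claverie test whose upper tail leaves out the observed count was added after the values were seen.

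Comparisons that share a reference library, and nitrate recovery against urea recovery, were set against 100 draws of unchanged libraries. Lists of genes were set against 10000 random lists matched on mean expression by taking, for each gene, a gene model among the 50 nearest, and 95% ranges of these lists are given. For neighbouring genes, the calls were permuted among groups of 50 gene models of similar expression. A trend of the log2 ratio on gene length was fitted with lowess (span 0.3, 3 iterations) on gene models with at least 20 reads in both libraries together. The difference between the nitrate-to-urea ratios of the 2 experiments was tested with an exact conditional test on the reads of the 4 libraries.

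The calculations were tested on simulated data. With 9495 gene models and no variation between cultures, 93.5% of the gene models changed 4-fold were called, and 0 of 9295 unchanged ones. At a simulated coefficient of variation of 0.2, 90.5% were called, and 131 of 9300 unchanged ones as well, while edgeR's exact test at the assumed variation called 38.0% and 0. The changed gene models had an expected count of at least 20 reads. Smaller changes were not simulated, so that these percents do not hold near the log2 threshold. The intervals held the true ratio in 95.9% of 7810 gene models. Equal ratios had a P below 0.05 in 4.1% of 1000 simulations of the test between experiments.

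The copies of Tables S4, S6 and S10 used here hold 282, 28 and 123 genes, fewer than the paper states, and the copy of Table S1 ends after 1997 rows. They were used for names and descriptions, without tests of overlap or enrichment, and the percentile of the translation genes of Table S10 among random lists, which was planned, was left out for this reason. Measurements of growth, fluorescence and nutrients were not analysed here.

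Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and limma 3.58.1 were used.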

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

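Ranges of random lists are 95% ranges. The tests of explanations in this part were set before their results were seen, apart from the exact tests between the experiments, the draws of unchanged recovery libraries and the values of the single transcripts held against a carry-over, which were chosen after the ratios and the numbers of calls had been seen.

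The urea-grown cells of the first experiment and the N-replete cells of the second were both grown on 441 µmol/L urea and are not compared in the paper. Between them 2143 gene models were called, 743 higher and 1400 lower in urea-grown cells. NADPH nitrite reductase had 881 reads in N-replete and 8 in urea-grown cells, a log2 ratio of -6.90 (95% interval -8.12 to -5.91). Light harvesting gene model 72248 had 54 and 4217 reads, a log2 ratio of 6.17 (95% interval 5.78 to 6.59). With TMM scaling factors 1768 of these calls remained, and with the trend on gene length removed 1964 remained, which argues against library composition or gene length as the whole cause. At 20 to 50 reads in both libraries, the covered percent of 707 gene models was higher in N-replete cells by a median of 1.78 percentage points. The largest median difference between libraries of the same experiment was 1.48 points. Across the experiments it ran from 0 for nitrate-grown and nitrate recovery cells to 2.65 for urea-grown and urea recovery cells. Urea-grown and N-limited cells, at 0.85, also lay below 1.48. The measure therefore did not separate the experiments and cannot decide on a difference in library preparation. In the paper's genome alignment, every library of the second experiment had a higher share of mismatched reads than any of the first. The share of reads that matched several positions was lower in each of them. The reads thus differed between the experiments. The cause was not tested, so that library preparation stays open. Nitrogen status also stays open. Of 1746 gene models called between N-limited and urea recovery cells, without those named in the paper, 74.9% differed between N-replete and urea-grown cells as they did between N-limited and urea recovery cells, against 62.5% to 66.8% in random lists. Of 190 gene models called between nitrate-grown and mixture N-grown cells, 65.3% went the same way in N-replete against urea-grown cells, against 49.5% to 63.7%. The 2 cultures belong to different experiments, so that the experiment, the library preparation and the state of the cells cannot be told apart. The harvest time of the second experiment is also uncertain. The labels of its N-replete and N-limited samples give the onset of stationary phase, whereas the paper describes a harvest days into that phase.

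The paper gives no number of gene models for nitrate recovery against urea recovery cells. Between them 629 gene models were called, 181 higher and 448 lower after nitrate. With TMM scaling factors 389 of these calls remained and the split was 372 higher and 208 lower (153 and 553 with the total clean reads), which argues against library composition as the cause of most calls, while their direction as a whole depended on the scaling. With the trend on gene length removed 555 remained. With edgeR's exact test at an assumed coefficient of variation between cultures of 0.2, 7 remained, which by the rule set before the test counted for variation between cultures. That test called 38.0% of the gene models changed 4-fold in simulated data, so a call lost there need not come from variation. Unchanged recovery libraries drawn at a coefficient of variation of 0.2 gave a median of 128 calls of the Audic-Claverie test and a maximum of 155, and 0 of 100 draws gave as many as observed. This argues against variation between cultures of the assumed size as the whole cause. At the dispersion between the urea-grown and N-replete libraries, which includes every difference between the experiments, such draws gave a median of 2348 calls. The variation between recovery cultures was not measured, so that a larger variation and an effect of the nitrogen source cannot be told apart for these calls. Of 597 called gene models, without those named in the paper, 69.3% went the same way in nitrate-grown against urea-grown cells, against 57.1% to 64.8% in random lists, which is in line with a part played by the nitrogen source.

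The log2 ratio of nitrate to urea differed between the experiments for the 5 transcripts of nitrate transport and assimilation that were tested, in nitrate-grown against urea-grown cells and in nitrate recovery against urea recovery cells. The difference was 3.60 for NADPH nitrite reductase (4.17 against 0.57, adjusted p = 2.5e-17 from the exact conditional test), 1.92 for NAR1 (adjusted p = 8.3e-10, exact), 1.13 for the nitrate high affinity transporter (adjusted p = 1.3e-70, exact), 1.07 for nitrate reductase (adjusted p = 1.2e-36, exact) and 0.62 for glutamine synthetase (adjusted p = 9.9e-05, exact). These tests compare 4 libraries, 1 per condition, and cover counting error only. With TMM scaling factors the difference for NADPH nitrite reductase was 3.33, which argues against library composition as its cause, and the others were 1.65, 0.86, 0.80 and 0.35. Some transcripts raised by N limitation may not have returned to their level in urea-grown cells after 24 h. Of 776 gene models called higher in N-limited against N-replete cells, without those named in the paper, 63.8% were higher in urea recovery than in urea-grown cells, against 55.2% to 62.0% in random lists, which is in line with such a carry-over. It can concern 3 of the 5 transcripts, nitrate reductase, NADPH nitrite reductase and glutamine synthetase, which were raised by N limitation and higher in urea recovery than in urea-grown cells. NAR1 was lowered by N limitation, with a log2 ratio of -2.12, and the nitrate high affinity transporter was back at its level in urea-grown cells, with a log2 ratio of -0.02 (95% interval -0.12 to 0.09), which argues against a carry-over in these 2. NADPH nitrite reductase in urea recovery was also below N-replete cells, with a log2 ratio of -2.81. Against N-replete cells, glutamine synthetase in urea recovery was at 0.05 (95% interval -0.18 to 0.27). Nitrate reductase was at 0.14 (95% interval 0.02 to 0.27). With TMM scaling factors the values were 0.17 and 0.26. Within the second experiment these transcripts were thus near or below their N-replete level. Their gap to urea-grown cells therefore need not come from N limitation. A difference between the cultures of the experiments, and the time after addition of N, stay open and were not tested.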

How the results depend on the processing

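The alternatives were set before the data were examined, apart from the form of the Audic-Claverie test without the observed count in its upper tail, which was chosen after the values were seen. Across 318 results of single genes and 1904 values under an alternative, 1534 kept their direction and their side of the thresholds, 353 were no longer past them, 14 were newly past them and 3 changed sign. Among the alternatives run for single genes, the sign changed only with TMM scaling factors, in ratios close to 0. The total clean reads, which also shift every ratio, were not run for single genes. Acetyl-CoA carboxylase in nitrate-grown against mixture N-grown cells went from 0.0097 to -0.0241. In nitrate recovery against N-limited cells urease went from -0.20 to 0.10 and the nitrate high affinity transporter from -0.24 to 0.0528.

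Fisher's exact test, the Benjamini-Yekutieli adjustment, the total clean reads, the filter of at least 10 reads, 1 added read, the removal of gene models with identical counts and the added form of the test left the number of calls of each of the 8 comparisons within 1.5 times the number reported, and so did TMM scaling factors. The variation allowed between cultures changed the numbers. At the dispersion between the urea-grown and N-replete libraries 0 gene models were called in the other 7 comparisons, 0 were common to the comparisons with nitrate-grown cells, and 0 gene models of Table 4 were called in each of its 5 comparisons. This dispersion includes every difference between the 2 experiments, and its test called no gene model in any comparison: the smallest adjusted p = 4.0e-02 (exact), in N-limited against N-replete cells. These values of 0, and the 193 single-gene results no longer past the thresholds at this dispersion, therefore say nothing about stability. At an assumed coefficient of variation of 0.2, the calls were 9 for nitrate-grown against urea-grown, 4 for nitrate-grown against mixture N-grown, 0 for mixture N-grown against urea-grown, 363 for N-limited against N-replete, 567 for urea recovery against N-limited, 293 for nitrate recovery against N-limited, 7 for nitrate recovery against urea recovery and 723 for urea-grown against N-replete cells, and 4 genes were common to the comparisons with nitrate-grown cells. Of the gene models of Table 4, 5 were then called under N limitation, 6 in urea recovery, 8 in nitrate recovery, 2 between nitrate-grown and urea-grown cells and 0 between the recoveries.

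With an unadjusted P below 0.05 the calls were 753, 594 and 216 in the 3 comparisons of the first experiment, 1770 in nitrate recovery against N-limited cells and 1121 between the recoveries, and 300 genes were common to the comparisons with nitrate-grown cells. These larger numbers follow from the looser threshold. The balance of higher and lower calls turned as well, to 455 higher and 298 lower in nitrate-grown against urea-grown cells, 360 and 234 in nitrate-grown against mixture N-grown cells, where 94 and 138 were called otherwise, 115 and 101 in mixture N-grown against urea-grown cells, and 182 and 118 among the common genes, where 44 and 75 were found otherwise. The cause of this turn was not tested. At the assumed coefficient of variation of 0.2 the balance was 291 higher and 276 lower in urea recovery against N-limited cells, in place of 744 and 1069, and 124 and 169 in nitrate recovery against N-limited cells.

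TMM scaling factors also moved the balance of higher and lower calls. For nitrate-grown against mixture N-grown cells the balance went from 94 higher and 138 lower to 84 and 161 (108 and 113 with the total clean reads). For the genes common to the comparisons with nitrate-grown cells it went from 44 and 75 to 38 and 98 (47 and 66 with the total clean reads). For nitrate-grown against urea-grown cells it went from 134 higher and 180 lower to 101 and 232, for mixture N-grown against urea-grown cells from 11 and 17 to 8 and 21 (8 and 22 with the total clean reads), for nitrate recovery against N-limited cells from 351 and 803 to 624 and 467, between the recoveries from 181 and 448 to 372 and 208, and for urea-grown against N-replete cells from 743 and 1400 to 1050 and 1025. The median log2 ratio of gene models with at least 20 reads in both libraries together moved from -0.11 to -0.002 in urea recovery against N-limited cells, from -0.18 to 0.12 in nitrate recovery against N-limited cells, from -0.13 to 0.06 between the recoveries and from -0.27 to 0.003 in urea-grown against N-replete cells. Of the gene models of Table 4, 4 were then called between the recoveries in place of 2. The median of the translation genes of Table S10 moved from 0.58 to 0.69 in urea recovery against N-limited cells, from -0.04 to 0.26 in nitrate recovery against N-limited cells and from -0.60 to -0.41 between the recoveries. The cause was not tested.

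No paired analysis was possible because each condition has 1 library. The percentile of the translation genes of Table S10 among random lists was not run because the copy used here holds 123 genes. The depth limits transcripts with few reads: NADPH nitrite reductase had 8 reads in urea-grown and 5 in mixture N-grown cells, and formamidase 60068 had 1 read in urea-grown cells, so that only a lower bound of its ratio can be given.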

Differences from the paper's values

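The paper's value for the ratio of NADPH nitrite reductase between nitrate-grown and mixture N-grown cells is 18, and the value here was 28.2. With 1 read added to every gene model it was 23.6, which is within 1.5 times the paper's value. The other settings tried, among them TMM scaling factors at 27.5, did not close the gap. The interval of the log2 ratio, from 3.56 to 6.46, covers the paper's ratio.

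The other values compared stayed within the limits set for a difference. The 69 log2 ratios of Table 4 differed from those here by at most 0.00942, and the 81 of Table S4 that were compared differed by less. The paper's number of genes called between nitrate-grown and urea-grown cells is 322 and the number here was 314, and 324 with the form of the test without the observed count in its upper tail, which was chosen after seeing the values. The paper's 237 genes between nitrate-grown and mixture N-grown cells were 232 here, 237 with the filter of at least 10 reads in one library, and 237 with that form of the test, which was chosen after seeing the values. The paper's 29 genes between mixture N-grown and urea-grown cells were 28 here, and 29 with Fisher's exact test, with TMM scaling factors, with that filter and with the added form of the test. The paper's 124 common genes were 119 here, 124 with that filter and 123 with the added form.

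The paper states a number of upregulated transcripts for nitrogen transport and assimilation under N limitation, and 10 of Table 4 were called here. The paper states that the expression pattern of the Table 4 transcripts did not differ between the additions of nitrate and urea. Formate/nitrite transporters 15503 and 17695 were called between the recovery libraries here, with a log2 ratio of -1.26 for 15503. For 17695, with 3 reads in nitrate recovery cells, the value of -3.81 is a bound. At an assumed coefficient of variation of 0.2, 0 of the Table 4 transcripts were called there. The paper states that urease genes are expressed constitutively whatever the N concentration. Urease was called lower in urea recovery than in N-limited cells here, with a log2 ratio of -1.17, and was not called in nitrate recovery cells, with a log2 ratio of -0.20. At an assumed coefficient of variation of 0.2, it was called in neither. The test at the dispersion between the urea-grown and N-replete libraries called no gene model in any comparison and decides nothing here. The paper gives a fold for cyanate lyase under N limitation of 16, and the value here was 12.5, within 1.5 times of it.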

Other observations

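The form of the Audic-Claverie test and the comparison with libraries of matched variation were chosen after the result was seen, and so was the decision to set aside the draws at the larger dispersion. The other tests in this part were set before it.

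The number of genes in Tables S4 to S6 exceeds the number called here. With an upper tail that leaves out the observed count, 237 of the 237 genes of Table S5 were called and no other gene model, and so were all 282 genes of Table S4 and all 28 genes of Table S6 in the copies used here. Without that form 5 genes of Table S5 were not called. Between nitrate-grown and urea-grown cells the same form called 324 gene models, more than the 322 the paper states, so that it does not by itself give the paper's number there, and which form lies behind the tables stays open.

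Tables S7, S8 and S9 list 1473, 1555 and 1000 genes, and 222, 264 and 158 further gene models passed the thresholds here. Of 1322 gene models past the thresholds in at least 2 of the 3 comparisons, 0% were listed in one table and left out of another, which is in line with listing by gene model, in which certain gene models were left out of the lists before the comparisons. What set them apart was not tested.

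The 119 genes common to the comparisons with nitrate-grown cells share the nitrate library. At the dispersion between the urea-grown and N-replete libraries, 100 of 100 draws of unchanged libraries gave as many common genes, which by the rule set before the test counted for the shared library as the cause. The same draws gave a median of 2332 calls for nitrate-grown against urea-grown cells where 314 were observed, so that these libraries vary less than that and the draws decide nothing. At a coefficient of variation of 0.25, at which unchanged libraries gave a median of 332 calls, 0 of 100 draws gave as many common genes, with a median of 67 and a maximum of 88. These draws give the 3 libraries equal variation, whereas mixture N-grown against urea-grown cells had 28 calls, far fewer than 332. Equal variation of this size was therefore already contradicted by the 28 calls. The draws say nothing on unequal variation. A deviation of the nitrate library alone would raise the overlap and cannot be told apart from an effect of nitrate with 1 library.

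In the RefSeq assembly of strain CCMP1984, the nitrate reductase and NADPH nitrite reductase genes lie 1 gene apart. The gene model between them (ID 63408) had 1 read in urea-grown, 2 in nitrate-grown and 4 in mixture N-grown cells. Its log2 ratio was 0.99 in nitrate-grown against urea-grown cells (95% interval -3.28 to 6.87) and -1.04 in nitrate-grown against mixture N-grown cells (95% interval -4.51 to 1.76). The lower value counted against a shared rise by the rule set before the test. With so few reads, however, a rise on nitrate shared with its neighbours and no change cannot be told apart. In the second experiment gene model 63408 went the same way as both neighbours. Its log2 ratio was 1.57 in N-limited against N-replete cells, and -2.69 in urea recovery and -1.08 in nitrate recovery against N-limited cells. No library there held more than 6 reads of it, and each 95% interval covered both signs.

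Of the gene models called between nitrate-grown and urea-grown cells, 301 had a place in the RefSeq list. Among 7870 pairs of neighbours, 14 pairs were called in the same direction, against a median of 4 and a 95% range from 1 to 9 when the calls were permuted among gene models of similar expression. Regulated genes may therefore lie together more often than by chance. Some pairs have the same or a related annotation, such as eukaryotic translation elongation factor 1 alpha in 36925 and 36932, so that duplicated genes, or a gene split into separate models, stay open and were not tested.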
